# Adhesive anti-fibrotic interfaces on diverse organs

**DOI:** 10.1038/s41586-024-07426-9

**Published:** 2024-05-22

**Authors:** Jingjing Wu, Jue Deng, Georgios Theocharidis, Tiffany L. Sarrafian, Leigh G. Griffiths, Roderick T. Bronson, Aristidis Veves, Jianzhu Chen, Hyunwoo Yuk, Xuanhe Zhao

**Keywords:** Biomedical engineering, Implants

## Abstract

Implanted biomaterials and devices face compromised functionality and efficacy in the long term owing to foreign body reactions and subsequent formation of fibrous capsules at the implant–tissue interfaces^1–4^. Here we demonstrate that an adhesive implant–tissue interface can mitigate fibrous capsule formation in diverse animal models, including rats, mice, humanized mice and pigs, by reducing the level of infiltration of inflammatory cells into the adhesive implant–tissue interface compared to the non-adhesive implant–tissue interface. Histological analysis shows that the adhesive implant–tissue interface does not form observable fibrous capsules on diverse organs, including the abdominal wall, colon, stomach, lung and heart, over 12 weeks in vivo. In vitro protein adsorption, multiplex Luminex assays, quantitative PCR, immunofluorescence analysis and RNA sequencing are additionally carried out to validate the hypothesis. We further demonstrate long-term bidirectional electrical communication enabled by implantable electrodes with an adhesive interface over 12 weeks in a rat model in vivo. These findings may offer a promising strategy for long-term anti-fibrotic implant–tissue interfaces.

## Abstract (web summary)

A study shows that implants with an adhesive implant–tissue interface mitigate the formation of a fibrous capsule when attached to various organs in mice, rats and pigs.

## Main

Foreign body reactions to implants are among the most critical challenges that undermine the long-term functionality and reliability of biomaterials and devices in vivo^1–4^. In particular, the formation of a fibrous capsule between the implant and the target tissue, as a result of foreign body reactions, can substantially compromise the implant’s efficacy because the fibrous capsule acts as a barrier to mechanical, electrical, chemical or optical communications^4–11^ (Fig. 1a,b). To alleviate the formation of the fibrous capsule at the implant–tissue interface, various approaches have been developed, including drug-eluting coatings^12^, hydrophilic^13^ or zwitterionic polymer coatings^14–16^, active surfaces^17,18^ and controlling the stiffness^19^ and/or size^20,21^ of the implants. However, despite recent advances, the mitigation of fibrous capsule formation for implanted biomaterials and devices remains an ongoing challenge in the field^5,22^, highlighting the importance of developing new solutions and strategies.

**Fig. 1:**
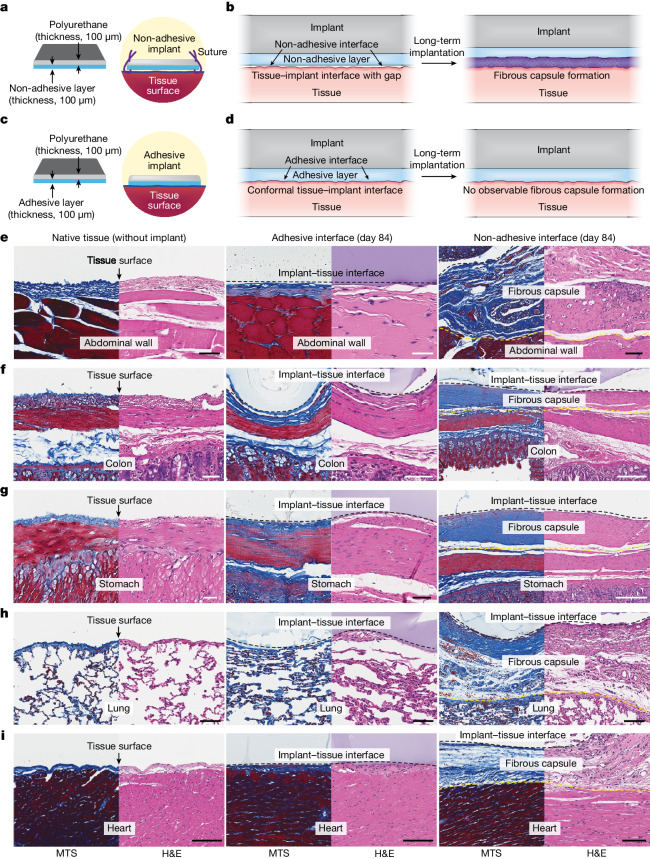
Adhesive anti-fibrotic interfaces. **a**,**b**, Schematic illustrations of a non-adhesive implant consisting of a mock device (polyurethane) and a non-adhesive layer (**a**) and long-term in vivo implantation with fibrous capsule formation at the implant–tissue interface (**b**). **c**,**d**, Schematic illustrations of an adhesive implant consisting of the mock device (polyurethane) and an adhesive layer (**c**) and long-term in vivo implantation without observable fibrous capsule formation at the implant–tissue interface (**d**). **e**–**i**, Representative histology images stained with Masson’s trichrome (MTS) and haematoxylin and eosin (H&E) for native tissue (left), the adhesive implant (middle) and the non-adhesive implant (right) collected on day 84 post-implantation on the abdominal wall (**e**), colon (**f**), stomach (**g**), lung (**h**) and heart (**i**). Black and yellow dashed lines in the images indicate the implant–tissue interface and the fibrous capsule–tissue interface, respectively. The experiment in **e**–**i** was repeated independently (*n* = 4 per group) with similar results. Scale bars, 50 μm (**e**–**g**, left and middle; **h**), 100 μm (**e**, right; **i**), 200 μm (**f**, right), 150 μm (**g**, right).

Here we demonstrate that an adhesive interface can not only provide mechanical integration of the implant with the target tissue but also prevent the formation of observable fibrous capsules at the implant–tissue interface (Fig. 1c,d). We reason that the conformal interfacial integration between the adhesive implant and the tissue surface can reduce the level of infiltration of inflammatory cells (for example, neutrophils, monocytes, macrophages) into the adhesive implant–tissue interface, resulting in a decreased level of collagen deposition and a reduced level of fibrous capsule formation in the long term (Fig. 1d). By contrast, conventional non-adhesive implants usually do not form conformal integration with the tissue surfaces and attract the infiltration of inflammatory cells into the non-adhesive implant–tissue interfaces. Subsequently, fibrous capsules form on the non-adhesive implant–tissue interfaces (Fig. 1b).

To test our hypothesis, we prepared an adhesive implant consisting of a mock device (polyurethane) and an adhesive layer^23,24^ composed of interpenetrating networks between the covalently crosslinked poly(acrylic acid) *N*-hydroxysuccinimide ester and physically crosslinked poly(vinyl alcohol) (Fig. 1c). The adhesive layer provides highly conformal and stable integration of the implant with wet tissues^23–25^ (Supplementary Fig. 1). We further prepared a non-adhesive implant by fully swelling the same mock device and adhesive layer in a phosphate-buffered saline bath before implantation (see Methods for the preparation of the non-adhesive implant). By swelling the implant in phosphate-buffered saline, we removed its adhesive property^26^ while keeping its chemical composition identical.

Both adhesive and non-adhesive implants were implanted on the surfaces of diverse organs, including the abdominal wall, colon, stomach, lung and heart, using rat models in vivo for up to 84 days (Fig. 1e–i). Note that the non-adhesive implant was sutured onto the organ surfaces. Macroscopic observations showed that both adhesive and non-adhesive implants remained stable at the implantation site on the organ surfaces (Extended Data Fig. 1b,c). To analyse the foreign body reaction and fibrous capsule formation for the adhesive and non-adhesive implants, we carried out histological analysis of the native tissue, adhesive implant and non-adhesive implant for various organs (Extended Data Fig. 1a).

Histological evaluation by a blinded pathologist indicates that the adhesive implant forms conformal integration with the organ surface and shows no observable formation of the fibrous capsule up to 84 days post-implantation for diverse organs, including the abdominal wall, colon, stomach, lung and heart (Fig. 1e–i, Extended Data Fig. 2 and Supplementary Fig. 2). Furthermore, a transmission electron micrograph of the adhesive implant–tissue interface shows that the adhesive layer maintains highly conformal integration with the collagenous layer of the mesothelium on a subcellular scale on day 28 post-implantation (Extended Data Fig. 3). By contrast, the non-adhesive implant undergoes substantial formation of the fibrous capsule at the implant–tissue interface for all organs, consistent with the foreign body reaction to the mock device alone (Fig. 1 and Supplementary Figs. 2 and 3). Similarly, the mock device–cavity interface of the adhesive implant undergoes fibrous capsule formation (the top of the implant in Extended Data Fig. 2).

To investigate the potential influence of suture-induced tissue damage, sutures were introduced to the corners of the adhesive implant, similar to those used with the non-adhesive implant (Extended Data Fig. 4a). The histological analysis shows that the suture point exhibits the formation of fibrosis (Extended Data Fig. 4b,c), but the intact adhesive implant–tissue interface demonstrates no observable formation of the fibrotic capsule (Extended Data Fig. 4b,d). Collectively, these data further confirm that the adhesive interface is required to prevent the observable formation of the fibrous capsule.

To investigate the effect of adhesive interfaces with varying compositions and properties, we replaced the poly(vinyl alcohol)-based adhesive interface with a chitosan-based adhesive interface^23^ (see Methods for the preparation of the chitosan-based adhesive interface). Compared to the poly(vinyl alcohol)-based adhesive interface, the chitosan-based adhesive interface offers a different composition and Young’s modulus, yet it demonstrates comparable adhesion performance (Extended Data Fig. 5a–d). Histological analysis shows that the chitosan-based adhesive interface exhibits no observable formation of the fibrous capsule on day 14 post-implantation (Extended Data Fig. 5e,f). Notably, the implants adhered to the abdominal wall surface using commercially available tissue adhesives including Coseal and Tisseel show the substantial formation of the fibrous capsule on day 14 post-implantation (Extended Data Fig. 6). This may be attributed to unstable long-term adhesion of the commercially available tissue adhesives with the tissue surface in vivo^27,28^.

To assess the foreign body reaction and fibrous capsule formation over time, we conducted histological analyses for the adhesive and non-adhesive implants on the abdominal wall on days 3, 7, 14, 28 and 84 post-implantation (Fig. 2a–j). The collagen layer thickness at the implant–tissue interface remains comparable to that of the native tissue (that is, the mesothelium thickness) for the adhesive implant at all time points (Fig. 2k). By contrast, the collagen layer thickness at the non-adhesive implant–tissue interface increases over time owing to the formation of the fibrous capsule and is significantly thicker than that of both the native tissue and the adhesive implant at all time points (Fig. 2k).

**Fig. 2:**
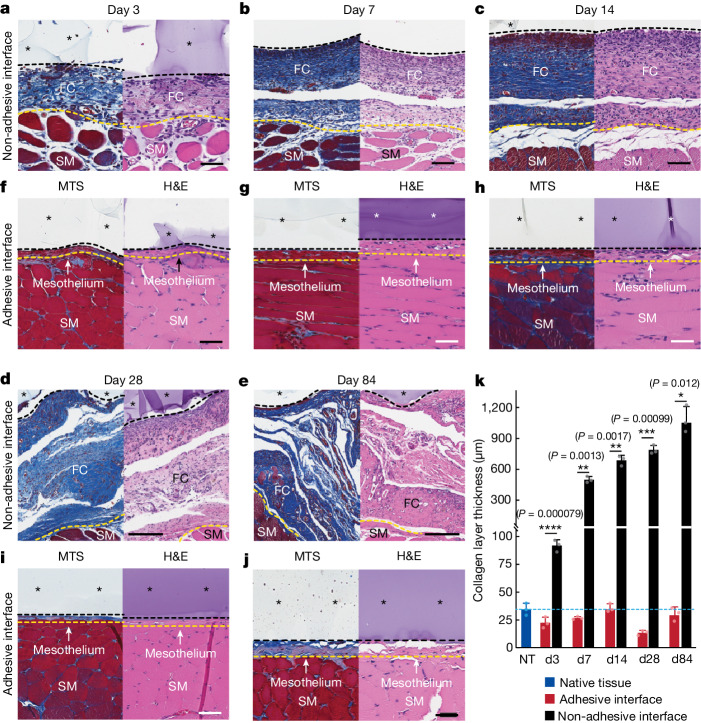
Histology analysis of the adhesive and non-adhesive implant–tissue interfaces at different time points. **a**–**e**, Representative histology images stained with Masson’s trichrome (left) and haematoxylin and eosin (right) of the non-adhesive implant collected on day 3 (**a**), day 7 (**b**), day 14 (**c**), day 28 (**d**) and day 84 (**e**) post-implantation on the abdominal wall. **f**–**j**, Representative histology images stained with Masson’s trichrome (left) and haematoxylin and eosin (right) of the adhesive implant collected on day 3 (**f**), day 7 (**g**), day 14 (**h**), day 28 (**i**) and day 84 (**j**) post-implantation on the abdominal wall. Asterisks in images indicate the implant; black dashed lines in images indicate the implant–tissue interface; yellow dashed lines in images indicate the mesothelium–fibrous capsule (non-adhesive implant) or the mesothelium–skeletal muscle (adhesive implant) interface. SM, skeletal muscle; FC, fibrous capsule. **k**, Collagen layer thickness at the implant–tissue interface measured at different time points post-implantation. The blue dashed line indicates the average collagen layer thickness of the native tissue (NT). d, day. Values in **k** represent the mean and the standard deviation (*n* = 3 implants; independent biological replicates). Statistical significance and *P* values were determined by two-sided unpaired *t*-tests; *P < 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P < 0.0001. Scale bars, 50 μm (**a**,**f**–**j**), 100 μm (**b**,**c**), 200 μm (**d**,**e**). Source Data

To further investigate our hypothesis, we carried out a set of characterizations for key participants of the foreign body reaction, including in vitro protein adsorption assays, immunofluorescence analysis, quantitative PCR (qPCR), Luminex quantification and RNA-sequencing analysis. A protein adsorption assay with fluorescently labelled albumin and fibrinogen was carried out to evaluate the adhesion of proteins at the implant–tissue interface during the initial stage of the foreign body reaction^29,30^ (Supplementary Fig. 4). After 30 min of co-culture in the protein solution, the adhesive implant–substrate interface showed a significantly lower level of protein adsorption compared to that of the non-adhesive implant–substrate interface (*P* < 0.0001) for both fluorescently labelled albumin and fibrinogen (Supplementary Fig. 4g,h), demonstrating the adhesive interface’s capability to prevent protein adsorption.

To investigate the infiltration of immune cells into the implant–tissue interface, we carried out immunofluorescence staining for fibroblasts (αSMA), neutrophils (neutrophil elastase), macrophages (CD68 for pan-macrophages; iNOS and vimentin for pro-inflammatory macrophages; CD206 for anti-inflammatory macrophages) and T cells (CD3) on days 3, 7 and 14 post-implantation (Fig. 3a–f). Quantification of cell numbers in the collagenous layer at the implant–tissue interface over a representative width of 500 µm from the immunofluorescence images shows significantly fewer fibroblasts, neutrophils, macrophages and T cells at the adhesive implant–tissue interface than at the non-adhesive implant–tissue interface at all time points (Fig. 3g–i).

**Fig. 3:**
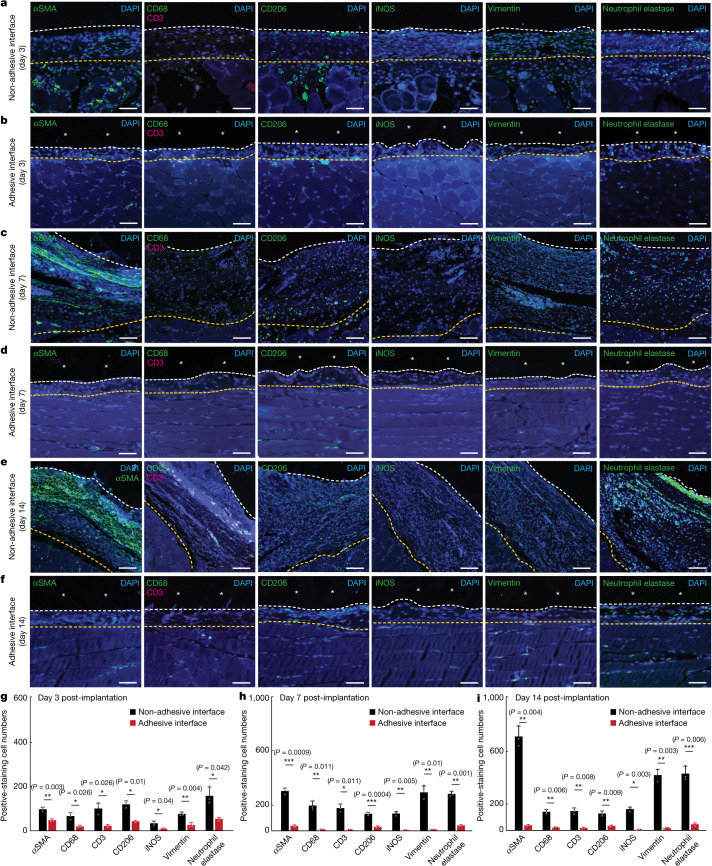
Immunofluorescence analysis of the adhesive and non-adhesive implant–tissue interfaces at different time points. **a**,**c**,**e**, Representative immunofluorescence images of the non-adhesive implant collected on day 3 (**a**), day 7 (**c**) and day 14 (**e**) post-implantation on the abdominal wall. **b**,**d**,**f**, Representative immunofluorescence images of the adhesive implant collected on day 3 (**b**), day 7 (**d**) and day 14 (**f**) post-implantation on the abdominal wall. In immunofluorescence images, cell nuclei are stained with 4′,6-diamidino-2-phenylindole (DAPI, blue); green fluorescence corresponds to the staining of fibroblasts (αSMA), neutrophils (neutrophil elastase) and macrophages (CD68, vimentin, CD206, iNOS); red fluorescence corresponds to the staining of T cells (CD3). Asterisks in images indicate the implant; white dashed lines in images indicate the implant–tissue interface; yellow dashed lines in images indicate either the mesothelium–fibrous capsule interface (non-adhesive implant) or the mesothelium–skeletal muscle interface (adhesive implant). **g**–**i**, Quantification of cell numbers in the collagenous layer at the implant–tissue interface over a representative width of 500 µm from the immunofluorescence images on day 3 (**g**), day 7 (**h**) and day 14 (**i**) post-implantation. Values in **g**–**i** represent the mean and the standard deviation (*n* = 3 implants; independent biological replicates). Statistical significance and *P* values were determined by two-sided unpaired *t*-tests; NS, not significant; *P < 0.05; **P ≤ 0.01; ***P ≤ 0.001. Scale bars, 20 μm (**a**,**b**,**d**,**f**), 40 μm (**c**,**e**). Source Data

To further delineate the immune response at the implant–tissue interface, we profile immune-cell-related genes and cytokines using qPCR analysis and Luminex quantification, respectively (Fig. 4). On day 3 post-implantation, whereas the levels of most select immune gene transcripts are similar or significantly lower in the adhesive compared to the non-adhesive implant–tissue interface, the level of *Nos2* expression is significantly higher in the adhesive than in the non-adhesive implant–tissue interface (Fig. 4b). The higher level of *Nos2* expression is in agreement with the higher levels of inflammatory cytokines (G-CSF, IL-12p70) in the adhesive than in the non-adhesive implant–tissue interface on day 3 post-implantation (Fig. 4d and Supplementary Table 1).

**Fig. 4:**
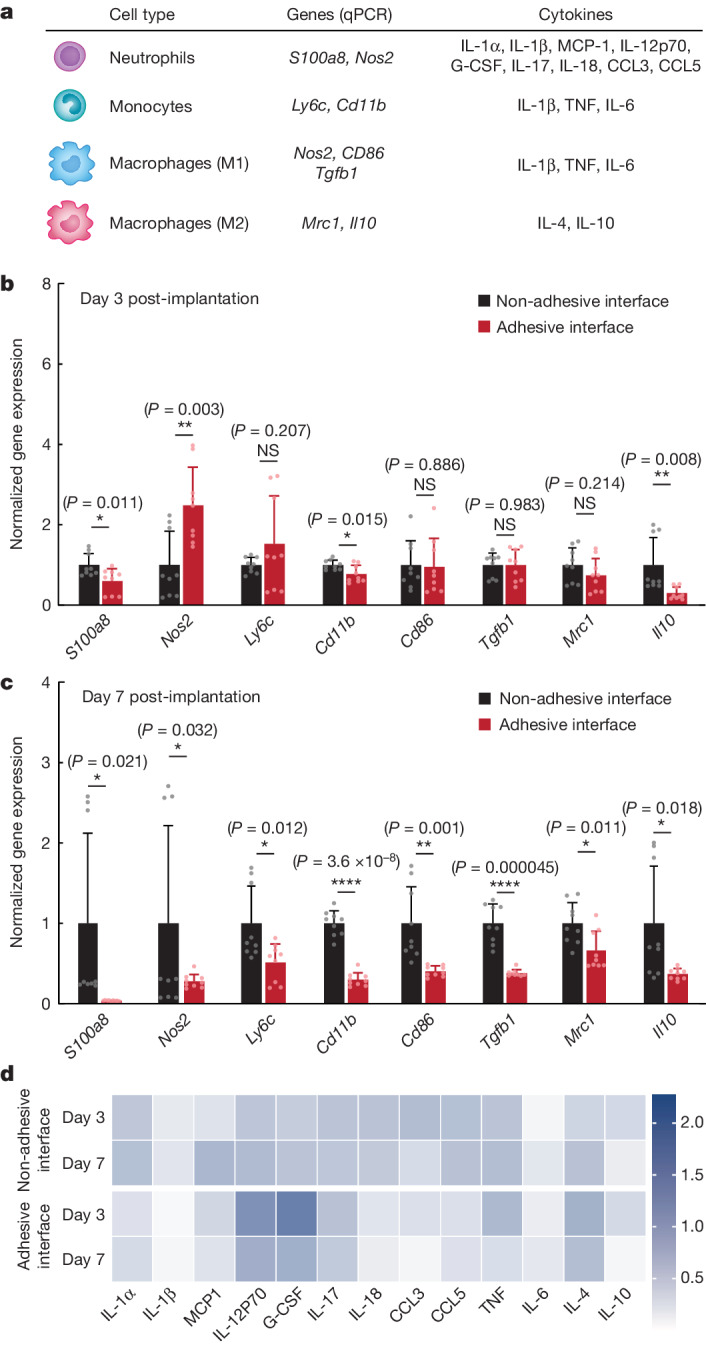
qPCR and Luminex analysis of the adhesive and non-adhesive implant–tissue interfaces. **a**, Genes and cytokines relevant to each cell type in the qPCR and Luminex studies. **b**,**c**, Normalized gene expression of immune-cell-related markers for the non-adhesive and the adhesive implant–tissue interface collected on day 3 (**b**) and day 7 (**c**) post-implantation on the abdominal wall. **d**, Heat map of immune-cell-related cytokines measured with Luminex assay of the non-adhesive and the adhesive implant–tissue interfaces collected on days 3 and 7 post-implantation on the abdominal wall. Values in **b**,**c** represent the mean and the standard deviation (*n* = 9 implants; independent biological replicates). Statistical significance and *P* values were determined by two-sided unpaired *t*-tests; NS, not significant; *P < 0.05; **P ≤ 0.01; ****P < 0.0001. Source Data

To investigate the source of *Nos2* expression on day 3 post-implantation, we carried out double immunofluorescence staining for iNOS and neutrophil elastase and for iNOS and CD68 (Extended Data Fig. 7). The immunofluorescence staining of the adhesive implant–tissue interface reveals a significantly higher number of iNOS^+^ neutrophils than iNOS^+^ macrophages on day 3 post-implantation (*P* ≤ 0.01; Extended Data Fig. 7b). By contrast, the non-adhesive implant–tissue interface has similar numbers of iNOS^+^ neutrophils and iNOS^+^ macrophages on day 3 post-implantation (*P* = 0.82; Extended Data Fig. 7d). This result indicates that the adhesive implant–tissue interface favours an iNOS-producing neutrophil subset on day 3 post-implantation^31^.

By day 7 post-implantation, the adhesive implant–tissue interface exhibits a significantly lower expression level of all immune-cell-related genes, including *Nos2*, compared to the non-adhesive implant–tissue interface (Fig. 4c), consistent with the reduction in the level of inflammatory cytokines in the adhesive implant–tissue interface on day 7 post-implantation compared to day 3 post-implantation (Fig. 4d and Supplementary Table 1). Thus, the adhesive implant–tissue interface seems to induce a more robust pro-inflammatory neutrophil response than that of the non-adhesive implant–tissue interface on day 3 post-implantation, which is rapidly resolved by day 7 post-implantation.

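The tissue sequenced was the rat abdominal wall under an implant, a site with skeletal muscle fibres, connective tissue, vessels, nerves and the leukocytes that enter after implantation. Non-adhesive implants were adhesive implants that had swollen in PBS and lost their bonding, and they were held in place by sutures, so sutures are part of every comparison between the implants. There were 16 libraries, 4 for each of 4 groups: adhesive and non-adhesive implants on days 3 and 14 post-implantation. The sources used here do not say whether each library came from a different rat, so p values measure the spread between these samples. Days follow the paper and the sample labels. The series description also names day 17, and the extraction protocol names day 10.
The authors removed adaptors with Cutadapt, aligned with STAR and counted reads per gene with featureCounts, and the deposited values are whole-number counts for 32552 Ensembl genes. Library totals were 18616084 to 22374546 counts (median 19302078) for adhesive and 19921066 to 24858976 (median 20585007.5) for non-adhesive implants on day 3. On day 14 they were 13852126 to 15994448 (median 14479497) and 14710269 to 16801635 (median 16034995). Every library of day 14 held fewer counts than every library of day 3, and a difference between days cannot be told apart from a batch that follows the day. The 10 most abundant genes took 8.77 to 17.0% of the counts of an adhesive library on day 3 and 20.3 to 26.8% on day 14, against 7.72 to 13.1% and 18.1 to 28.7% for non-adhesive implants.
Gene symbols come from the part of the Supplementary Data held here, the first 1998 of 14327 genes of its day 3 sheet and the first 1402 of 13655 of its day 14 sheet, both sorted by gene identifier. It names 2007 of the 32552 genes. Genes without a symbol enter the tests of single genes and the principal components, and no gene list. Coordinates are those of the count files. The paper names the rat assembly mRatBN7.2, the labels name a mouse assembly, and the coordinates of chromosome 1 in the files run past the published end of that chromosome in both.
Counts were scaled by TMM and tested for each day alone with edgeR's quasi-likelihood test, and a gene was called at the paper's thresholds, a false discovery rate of 0.05 and a log2 fold change of 1 in either direction. In simulated counts for 14037 genes with the spread of day 3, edgeR recovered 10.4% of the genes changed by a log2 fold change of 1, 74.6% of those changed by 2 and 86.4% of those changed by 3. With the spread of day 14 and 13380 genes, the shares were 32.8, 77.6 and 90.9%. A change of 1 equals the fold-change threshold of a call, so the share at 1 does not measure depth and spread alone.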

Next we carried out bulk RNA sequencing of implant–abdominal wall interfaces for both adhesive and non-adhesive implants on days 3 and 14 post-implantation to further investigate gene expression differences (Extended Data Fig. 8). 

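On day 3 post-implantation, libraries from adhesive and non-adhesive implants overlapped on both leading components in a principal component analysis of the 500 most variable genes. The first component held 36.0% of the variance and the second 22.2%. On the first, adhesive libraries ranged from -16.35 to 7.59 and non-adhesive libraries from -15.17 to 37.52. On the second, adhesive replicates 1, 2 and 3 lay at -29.95, -4.61 and -8.01, below all non-adhesive libraries (-0.33 to 19.71), and adhesive replicate 4 at 12.81, within their range. On day 14, with 55.6% of the variance on the first component and 22.4% on the second, 3 non-adhesive libraries lay at 25.76 to 31.49 on the first component and the adhesive libraries at -31.07 to 1.47. The remaining non-adhesive library, replicate 4, lay at -20.93 on the first component, within the adhesive range, and at 34.01 on the second, where the adhesive libraries lay at -15.91 to -5.05. It was far from both groups. Its distance to the adhesive mean was 45.0, close to the 45.7, 46.1 and 51.9 of the other non-adhesive libraries, where adhesive libraries lay 20.2 to 32.3 from the mean of the other 3, and its distance to the mean of the other 3 non-adhesive libraries was 58.8.
Muscle, matrix and leukocyte genes set this library apart from its group. The mean of 23 skeletal muscle fibre genes was 7.19 log2 CPM in non-adhesive replicate 4 and 6.46 to 6.49 in the other non-adhesive libraries. For 39 extracellular matrix genes it was 4.61 against 6.26 to 6.52, and for 34 leukocyte genes 2.28 against 4.0 to 4.62. These gene groups were put together after the data were examined.
The implant accounted for 17.3% of the variance on day 3 (exact permutation test over 35 splits, two-sided, p = 0.314), where other splits of the 8 libraries gave up to 28.0%. On day 14 it accounted for 36.7% (exact permutation test, p = 0.057), where the highest other split gave 47.9%. Without non-adhesive replicate 4 the day 14 share was 61.7% (exact permutation test, p = 0.029, the smallest that 35 splits allow).

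**Figure D1:**
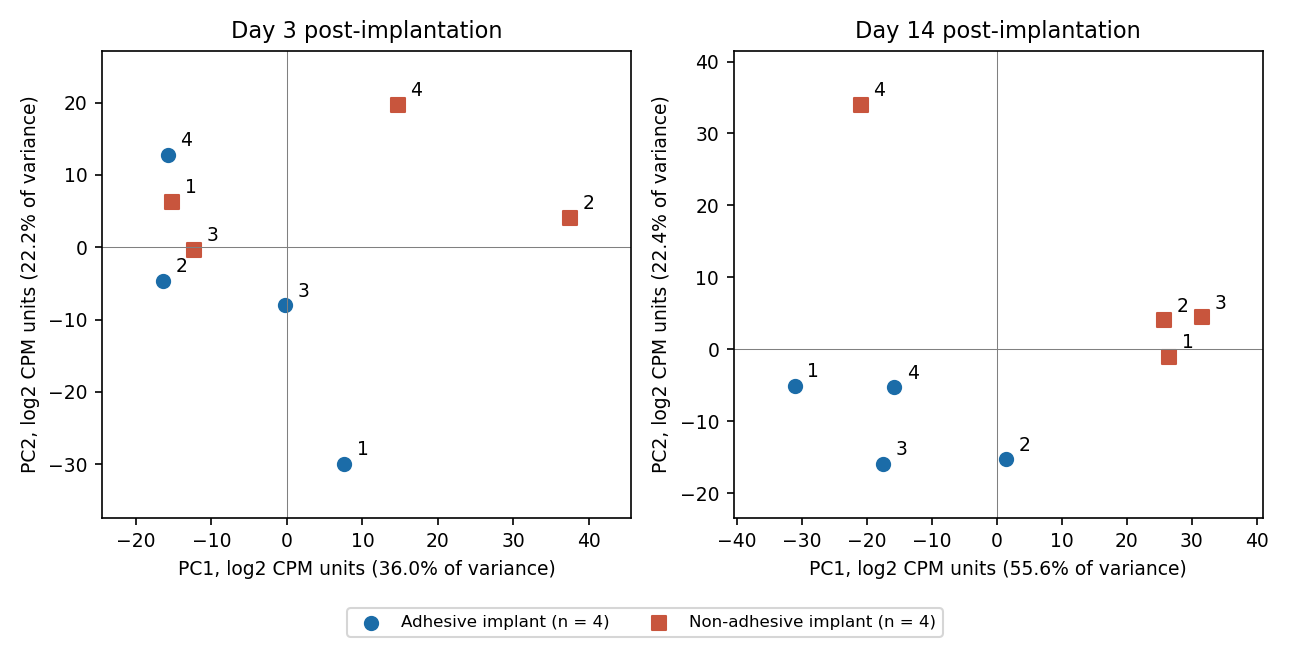
Scores of each library on the first (horizontal axis) and second (vertical axis) principal component, in log2 CPM units, for day 3 (left) and day 14 (right), with circles for adhesive and squares for non-adhesive implants (n = 4 libraries each) and the replicate number beside each point. On day 14, non-adhesive replicate 4 sits at -20.93 on the first component and the other 3 non-adhesive libraries at 25.76 to 31.49.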

Principal component analysis shows separate clustering of samples for the non-adhesive and adhesive implant–tissue interfaces at each time point, indicating distinct transcriptomic profiles (Extended Data Fig. 8a,d). Differential gene expression analysis of the adhesive compared to the non-adhesive implant–tissue interface reveals 40 downregulated and 33 upregulated genes on day 3 post-implantation (Extended Data Figs. 8b and 9a). 

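On day 3, single genes differed between the adhesive and non-adhesive implant–tissue interfaces when tested with DESeq2. Fibin, which encodes a secreted protein and lies on chromosome 3 from 101545208 to 101547478 in the coordinates of the count files, had a normalized expression of 3.25 ± 1.09 CPM (SD, n = 4) at adhesive and 8.42 ± 1.46 CPM (SD, n = 4) at non-adhesive implants. Its log2 fold change was -1.36 (standard error 0.28, adjusted p = 0.0014 from DESeq2), and it passed in all 8 fits that left out 1 library. Clec3b, which encodes the plasminogen-binding protein tetranectin, averaged 20.6 ± 15.4 against 62.3 ± 18.1 CPM (adjusted p = 0.046 from DESeq2). Adhesive replicate 4 held 43.58 CPM of Clec3b and the other adhesive libraries 11.26 to 14.46. Scarf2, a scavenger receptor gene, and C1qtnf2, which encodes a secreted relative of complement C1q, had log2 fold changes of -1.19 and -1.02 (adjusted p = 0.036 and 0.019 from DESeq2). Alb, the albumin gene, was higher at adhesive implants, at 15.9 ± 3.52 against 7.52 ± 1.13 CPM (adjusted p = 0.0022 from DESeq2). Alb passed in 6 of the 8 fits without 1 library, C1qtnf2 in 4, Scarf2 in 3 and Clec3b in 2.
The quasi-likelihood test of edgeR called 0 of 14223 genes, with 1022 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.59, which Fibin, Scarf2, C1qtnf2 and Alb share. On the same genes limma-voom called 0 and DESeq2 69, of which 33 were higher and 36 lower at adhesive implants. On the 14327 genes with a mean count over 10, a filter chosen after the data were examined and the source of the DESeq2 values given for single genes, DESeq2 called 73. That count was 23 without adhesive replicate 1, 11 without adhesive replicate 2, 254 without adhesive replicate 4, 152 without non-adhesive replicate 2 and 35 without non-adhesive replicate 4. Of the 35 splits of the 8 libraries, 5, with the real one among them, gave at least 73 calls, and the highest other gave 490. In the simulated counts of day 3, DESeq2 called 28 unchanged genes and edgeR 6. All 4 adhesive libraries lay above all 4 non-adhesive libraries for 209 genes and below them for 364, together 4.03% of those tested, where chance gives 2.86%.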

On day 14 post-implantation, 357 genes are downregulated and 156 genes are upregulated (Extended Data Figs. 8e and 9b) in the adhesive implant–tissue interface compared to the non-adhesive implant–tissue interface. 

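On day 14, Map3k7cl stood at 48.9 ± 6.18 CPM (SD, n = 4) at adhesive and 12.2 ± 4.03 CPM (SD, n = 4) at non-adhesive implants, a log2 fold change of 2.00 (standard error 0.23, adjusted p = 0.033 from edgeR). It lies on chromosome 11 from 27208564 to 27251801. Hsf2, which encodes a heat shock transcription factor, was also higher at adhesive implants, with 54.2 ± 4.77 against 25.9 ± 3.89 CPM (adjusted p = 0.033, edgeR), as was the zinc finger gene Zfp365, with 14.6 ± 2.43 against 5.5 ± 1.36 CPM (adjusted p = 0.048, edgeR). Lower at adhesive implants were Fmod, the collagen-binding proteoglycan fibromodulin, with 4.45 ± 1.69 CPM at adhesive and 23 ± 7.8 CPM at non-adhesive implants (log2 fold change -2.36, standard error 0.34, adjusted p = 0.044 from edgeR), and Myoc, the secreted glycoprotein myocilin, with 5.61 ± 1.77 against 24.3 ± 6.47 CPM (adjusted p = 0.035, edgeR). These 5 are among the called genes that have a symbol here.
Of the called genes without a symbol, ENSRNOG00000033734 on chromosome 13 had 110 ± 17.7 CPM at adhesive and 9.09 ± 2.14 CPM at non-adhesive implants, and ENSRNOG00000018598 on chromosome 1 had 582 ± 257 against 26.2 ± 11.5 CPM. ENSRNOG00000011750 on chromosome 4 was lower, at 0.69 ± 0.207 against 7.51 ± 3.95 CPM (adjusted p = 0.049, edgeR). These 3 were chosen after their values were seen. ENSRNOG00000033734 had the lowest adjusted p (0.0011, edgeR) and was the only 1 of 14601 genes whose implant effect differed between days 14 and 3 by edgeR, by a log2 of 3.37 (standard error 0.43, adjusted p = 0.016), with 692 genes at an unadjusted p under 0.05 and 25 genes called by DESeq2. On day 3 it had 154 ± 28.4 CPM at adhesive and 130 ± 66.2 CPM at non-adhesive implants. Its adjusted p on day 14 stayed between 0.00083 and 0.017 when any single library was left out, and that of the difference between days ran from 0.0073 to 0.078.
In total edgeR called 36 of 13557 genes, 21 higher and 15 lower at adhesive implants, with 2149 at an unadjusted p under 0.05. On the same genes DESeq2 called 474, of which 156 were higher and 318 lower, and limma-voom 27. The edgeR count was 1151 without non-adhesive replicate 4, and the 36 genes were all among them. It was 1, 3 and 4 without adhesive replicates 1, 3 and 4, and 5, 2 and 4 without non-adhesive replicates 1, 2 and 3. Of the 35 splits of the 8 libraries, 2, with the real one among them, gave at least 36 calls. The other, with 1591 calls, exchanges adhesive replicate 2 and non-adhesive replicate 4. With a single library left out, the adjusted p of these 5 genes ran from 0.0041 (Hsf2) to 0.19 (Zfp365).

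**Figure D2:**
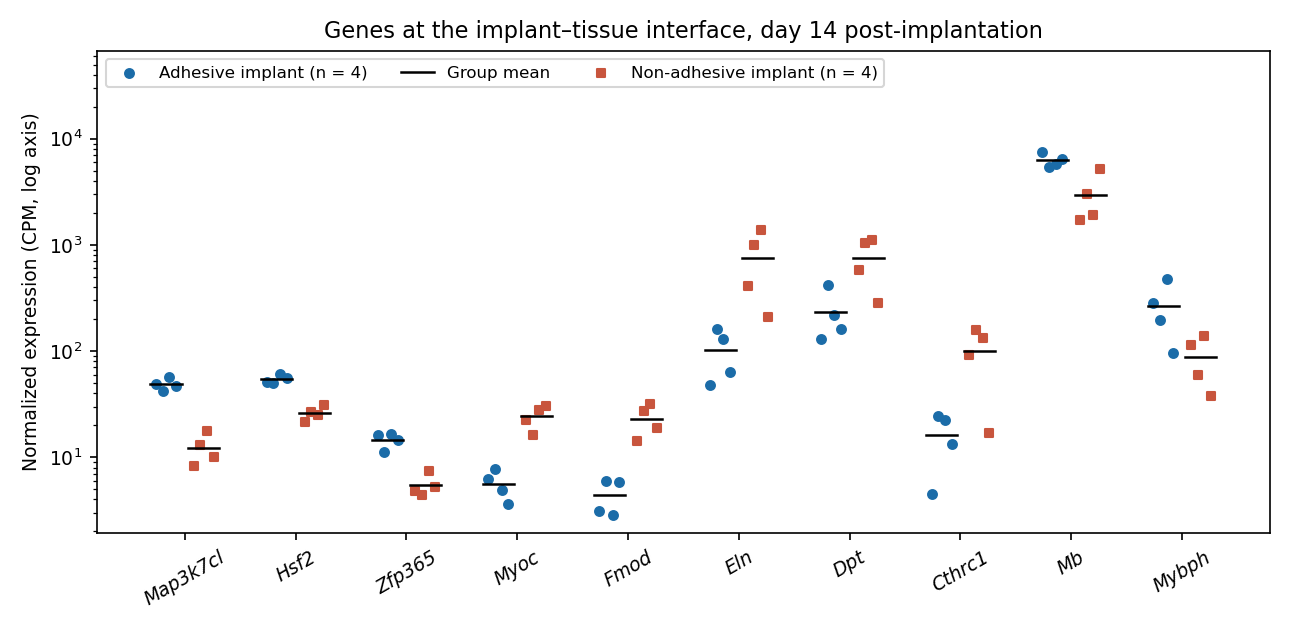
Normalized expression (CPM, log axis) of 10 genes on day 14, with a point for each library of adhesive (circles) and non-adhesive (squares) implants, n = 4 each, and a line at each group mean. The libraries of both implants do not overlap for Map3k7cl, Hsf2, Zfp365, Myoc and Fmod, which edgeR called, and for Eln and Mb, which like Dpt, Cthrc1 and Mybph passed DESeq2 and not edgeR.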

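On day 3, the mean of interferon-stimulated genes was higher at adhesive than at non-adhesive implants, with overlap between the libraries. All 7 members with a symbol, of 36 listed before the data were examined, had a positive log2 fold change. Mx1, an interferon-induced antiviral GTPase, stood at 287 ± 125 CPM (SD, n = 4) at adhesive and 54.9 ± 47.9 CPM (SD, n = 4) at non-adhesive implants, a log2 fold change of 2.41 (standard error 0.58, adjusted p = 0.012 from DESeq2). Its paralog Mx2 may share reads with it. By edgeR no member passed over all genes, and 3 were higher when adjusted over the list alone. The mean of the list was 6.1 ± 0.43 log2 CPM at adhesive and 4.36 ± 1.13 at non-adhesive implants (exact permutation test, two-sided, p = 0.057, adjusted p = 0.204 over 25 lists). Non-adhesive replicates 2 and 4 lay low, at 3.33 and 3.48, and non-adhesive replicate 3, at 5.55, lay level with adhesive replicate 3, at 5.53. Leukocyte genes, a group of 34 put together after the data were examined, leaned the same way: 30 had a positive log2 fold change, and their mean was 4.76 ± 0.48 against 4.25 ± 0.55 log2 CPM (exact permutation test, p = 0.171). Of 30 regulators of interferon production, 2 had a symbol, and both were higher at adhesive implants when adjusted over the list alone. Among cytokine genes, Il1b, which encodes interleukin-1β, had 14.1 ± 5.2 against 7.46 ± 6.19 CPM and Il10 2.01 ± 0.983 against 1.06 ± 0.535 CPM (adjusted p = 0.66 and 0.56 from DESeq2). Il10, the only qPCR gene of the study with a symbol, did not pass alone by edgeR, so it was not 1 of those 2 regulators.
Most named matrix genes had lower values at adhesive implants. All 10 members with a symbol of the collagen and extracellular matrix list, of 40, had a negative log2 fold change, and the list mean was 7.82 ± 0.63 against 8.82 ± 0.51 log2 CPM (exact permutation test, p = 0.057, adjusted p = 0.204). In a longer matrix group, put together after the data were examined, 8 of 39 genes had a positive and 31 a negative log2 fold change. Its mean differed by -0.6 (exact permutation test, p = 0.086). No member of either passed edgeR over all genes. Eln, the elastin gene, had 96.2 ± 47.9 CPM at adhesive and 239 ± 73.4 CPM at non-adhesive implants, and Dpt, which encodes the matrix protein dermatopontin, 102 ± 49.1 against 222 ± 23.7 CPM (adjusted p = 0.036 and 0.037 from DESeq2). In adhesive replicate 4, Dpt stood at 174.3 CPM, apart from the 66.33 to 83.33 of the other adhesive libraries.
Proliferation genes had lower values at adhesive implants too. Each of the 7 named members of the cell cycle list, of 35, had a negative log2 fold change. By edgeR none passed over all genes, 3 were lower when adjusted over the list alone and 1 was lower by DESeq2. That gene, the mitotic regulator Pttg1, had 4.74 ± 1.63 against 9.92 ± 1.21 CPM (adjusted p = 0.022 from DESeq2). The list mean was 3.94 ± 0.32 against 4.52 ± 0.34 log2 CPM (exact permutation test, p = 0.057). For 4 genes of growth factors and growth signalling it was 4.44 ± 0.34 against 4.67 ± 0.44 (exact permutation test, p = 0.4). Of 33 genes of striated muscle development, 2 had a symbol, and neither passed. A group of 23 skeletal muscle fibre genes put together after the data were examined averaged 6.54 ± 0.47 against 6.36 ± 0.52 log2 CPM (exact permutation test, p = 0.6).
Set tests were left out because symbols cover only part of each list, at most 27.8% of its members.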

On day 3 post-implantation, regulation of interferon production and striated muscle tissue development are enriched in the non-adhesive implant–tissue interface, indicating inflammatory and fibrosis processes, whereas cell proliferation and growth processes are enriched in the adhesive implant–tissue interface (Extended Data Fig. 8c). On day 14 post-implantation, fibrosis-associated processes are highly enriched in the non-adhesive implant–tissue interface, such as muscle cell differentiation, myofibril assembly and muscle structure development, whereas vasculature formation, neurogenesis and proliferation are enriched in the adhesive implant–tissue interface (Extended Data Fig. 8f). These results again indicate reduced inflammatory response and rapid resolution of inflammation in the adhesive implant–tissue interface compared to the non-adhesive implant–tissue interface.

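Skeletal muscle fibre genes had higher values at adhesive than at non-adhesive implants on day 14. Of 23 such genes, a group put together after the data were examined, 22 had a positive log2 fold change, 4 were higher at an adjusted p of at most 0.05 by DESeq2, whatever their fold change, and none was by edgeR. Mb, which encodes the muscle oxygen-binding protein myoglobin, stood at 6310 ± 933 CPM (SD, n = 4) at adhesive and 2970 ± 1600 CPM (SD, n = 4) at non-adhesive implants, and Mybph, a myosin-binding protein gene, at 264 ± 165 against 87.1 ± 46 CPM (adjusted p = 0.045 and 0.044 from DESeq2). Fhl1, a muscle LIM-domain gene, had 5240 ± 824 against 2630 ± 1160 CPM (log2 fold change 0.993, under the threshold for a call, adjusted p = 0.031 from DESeq2). The mean of the 23 genes was 7.17 ± 0.23 against 6.65 ± 0.36 log2 CPM (exact permutation test, two-sided, p = 0.086, adjusted p = 0.305 over 24 lists). Of the myofibril list fixed before the data were examined, only Mybph has a symbol here.
The 10 named members of the collagen and extracellular matrix list all had a negative log2 fold change at adhesive implants, 1 of them, the fibromodulin gene, passed edgeR, and 2 were lower when adjusted over the list alone. The list mean was 7.37 ± 0.83 against 8.85 ± 1.23 log2 CPM (exact permutation test, p = 0.114). Eln had 101 ± 54.6 CPM at adhesive and 745 ± 533 CPM at non-adhesive implants, a log2 fold change of -2.87 (standard error 0.60, adjusted p = 0.00018 from DESeq2). Cthrc1, a secreted protein gene of activated fibroblasts, had 16.1 ± 9.09 against 100 ± 61.8 CPM and Dpt 232 ± 128 against 754 ± 394 CPM (adjusted p = 0.0032 and 0.016 from DESeq2).
Most named genes of vessels and nerves had a negative log2 fold change, and few passed. In groups put together after the data were examined, 3 of 21 vessel genes had a positive and 18 a negative log2 fold change, with 2 lower by DESeq2, and 3 of 15 nerve and Schwann cell genes a positive and 12 a negative one, with 3 lower by DESeq2. The mean of the latter was 2.46 ± 0.4 against 3.15 ± 0.38 log2 CPM (exact permutation test, p = 0.057) and of the former 3.21 ± 0.21 against 3.55 ± 0.31 (p = 0.114). In the lists fixed beforehand, all 5 Schwann cell genes had a negative log2 fold change. Of 4 vasculature genes 1 had a positive and 3 a negative log2 fold change, of 5 neurogenesis genes 2 and 3, and of 7 cell cycle genes 2 and 5. None was higher by DESeq2. The vasculature mean was 3.33 ± 0.13 at adhesive and 3.65 ± 0.4 log2 CPM at non-adhesive implants (exact permutation test, p = 0.171). On day 3 the same 4 genes all had a positive log2 fold change, with a mean of 3.77 ± 0.13 against 3.42 ± 0.32 log2 CPM (p = 0.057), and the difference between the implant effects of days 14 and 3 was -0.68 (permutation over label combinations, p = 0.0204, adjusted p = 0.245). Of the 21 vessel genes, 10 had a positive and 11 a negative log2 fold change on day 3. Their mean then differed by 0.1 (exact permutation test, p = 0.686), and the difference between days was -0.45 (permutation over label combinations, p = 0.111). On day 14, Flt4, the receptor of lymphatic endothelium for vascular endothelial growth factor C, had 4.66 ± 1.2 against 13.1 ± 9.72 CPM (adjusted p = 0.039 from DESeq2). Non-adhesive replicate 1 held 27.24 CPM of Flt4 and the other non-adhesive libraries 5.664 to 11.57. For 5 neurogenesis genes the mean was 2.05 ± 0.45 against 2.67 ± 0.52 (exact permutation test, p = 0.143). The axon guidance genes Slit2, at 1.79 ± 0.731 against 10 ± 5.78 CPM, and Unc5b, at 6.39 ± 0.415 against 14.2 ± 4.34 CPM, were lower (adjusted p = 0.00085 and 0.00058 from DESeq2), as was the glial gene S100b, at 3.17 ± 2.67 against 19.3 ± 12.6 CPM (adjusted p = 0.0047). The cell cycle list averaged 2.36 ± 0.37 against 2.63 ± 0.45 log2 CPM (exact permutation test, p = 0.4), and the growth factor gene Igf1 had 11.6 ± 5.15 against 36.2 ± 19 CPM (adjusted p = 0.017 from DESeq2).
Non-adhesive replicate 4 moved with these groups: without it, the differences of adhesive minus non-adhesive means were 0.7 for muscle (exact permutation p = 0.057), -2.09 for matrix (p = 0.057), -0.87 for neurogenesis (p = 0.057) and -0.45 for the cell cycle (p = 0.171). None of the single genes named in this comparison with DESeq2 passed edgeR, whose adjusted p for them ran from 0.087 (Unc5b) to 0.22 (Mb). With a single library left out, Eln, Cthrc1, Slit2 and Unc5b passed DESeq2 in 8 of 8 fits, S100b in 7, Mybph in 4, Dpt, Flt4 and Igf1 in 3, Fhl1 in 2 and Mb in 1.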

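Of 7 named interferon-stimulated genes, 4 fell at adhesive implants between days 3 and 14 and 3 did not pass by edgeR (adjusted p of at most 0.05, whatever the fold change, as for all counts of list members here). Mx1 fell from 239 ± 103 CPM (SD, n = 4) on day 3 (log2 fold change -4.10, standard error 0.69, adjusted p = 0.0032 from edgeR), and Oasl, which encodes a relative of the 2'-5' oligoadenylate synthetases, from 65.8 ± 22.5 to 5.13 ± 2.31 CPM (adjusted p = 0.0084, edgeR). At non-adhesive implants none of the 7 passed, and Mx1 had 45.7 ± 39.9 CPM on day 3 and 34.7 ± 26 CPM on day 14. The list mean changed by -2.37 at adhesive (exact permutation test, p = 0.029, adjusted p = 0.086 over 24 lists) and -0.41 at non-adhesive implants (p = 0.6). The difference between these changes was -1.96 (permutation over 4900 label combinations, p = 0.0433, adjusted p = 0.346).
Inflammatory mediators, a group of 17 tested genes put together after the data were examined, held 5 that fell at adhesive and 2 that fell at non-adhesive implants. The chemokine gene Ccl7 fell at both, from 166 ± 76.4 to 23.2 ± 20.8 CPM and from 124 ± 98.2 to 15.3 ± 7.38 CPM (adjusted p = 0.019 and 0.013, edgeR). Cxcl1, a chemokine gene for neutrophils, and Bdkrb1, the inducible bradykinin receptor gene, fell at adhesive implants by 2.54 and by 3.95 on the log2 scale (adjusted p = 0.027 and 0.0039, edgeR). The group mean changed by -1.36 at adhesive and -0.78 at non-adhesive implants (exact permutation test, p = 0.057 and 0.229), and the difference between these changes was -0.58 (permutation over label combinations, p = 0.409). Of 34 leukocyte genes, 4 fell at adhesive implants, and 1 rose at non-adhesive implants. Their mean changed by -0.57 at adhesive and 0.03 at non-adhesive implants (exact permutation test, p = 0.143 and 0.971). The difference between these changes was -0.6 (permutation over label combinations, p = 0.378). The macrophage gene Aif1 fell at adhesive implants, from 90.6 ± 26.7 to 36.4 ± 15.1 CPM (adjusted p = 0.036, edgeR).
Of 7 named cell cycle genes, 4 fell at adhesive and 5 at non-adhesive implants, and the others did not pass. Cdk1, the mitotic kinase gene, went from 10.7 ± 3.53 to 2.69 ± 1.81 CPM and from 22.3 ± 6.06 to 4.53 ± 2.31 CPM (adjusted p = 0.016 and 0.0062, edgeR). Of 23 muscle fibre genes, 8 rose at adhesive implants, and 7 rose and 2 fell at non-adhesive implants. Eno3, the muscle enolase gene, rose at both, by log2 fold changes of 2.63 and 2.79 (adjusted p = 0.01 and 0.0062, edgeR). At non-adhesive implants Eln rose from 200 ± 57.9 to 889 ± 636 CPM (adjusted p = 0.016, edgeR). Dpt rose at both, from 84.3 ± 38 to 276 ± 150 CPM at adhesive and from 187 ± 23 to 900 ± 471 CPM at non-adhesive implants (adjusted p = 0.02 and 0.0049, edgeR). Of 40 genes in the longer matrix group, 2 rose and 4 fell at adhesive implants, and 5 rose and 3 fell at non-adhesive implants. The collagen and extracellular matrix list changed by 0.06 at adhesive and 0.54 at non-adhesive implants (exact permutation test, p = 0.914 and 0.4), and the difference between these changes was -0.48 (permutation over label combinations, p = 0.652).
From day 3 to day 14, 641 genes rose and 545 fell at adhesive implants, and 777 rose and 548 fell at non-adhesive implants, of 14601 tested in a fit of all 16 libraries. The adhesive total of 1186 was 462 without adhesive replicate 2 and 727 without adhesive replicate 4 of day 3, and 592, 767 and 662 without adhesive replicates 1, 3 and 4 of day 14. The non-adhesive total of 1325 was 744 without non-adhesive replicate 3 of day 3. Without adhesive replicate 2 of day 3 the adjusted p was 0.061 for Ccl7, 0.087 for Cxcl1 and 0.1 for Aif1 at adhesive implants, and without non-adhesive replicate 3 of day 3 it was 0.057 for Eln (edgeR). From the processes enriched on both days, the paper again infers reduced inflammation and its rapid resolution at the adhesive compared with the non-adhesive interface. It had earlier reported fewer immune cells there by immunofluorescence. From qPCR and Luminex it had proposed a neutrophil response on day 3 that was rapidly resolved.

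**Figure D3:**
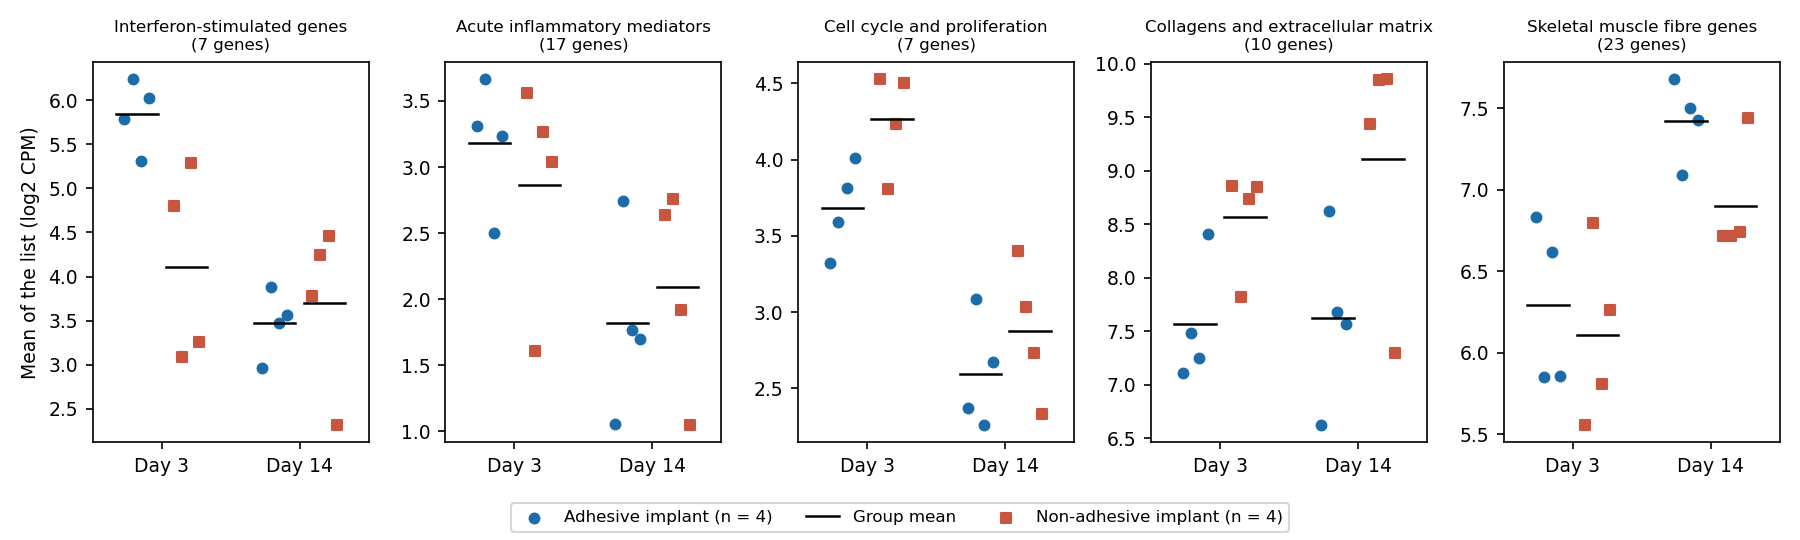
Mean log2 CPM of 5 gene groups in each library (vertical axis), by day (horizontal axis), with circles for adhesive and squares for non-adhesive implants (n = 4 each) and a line at each group mean. At adhesive implants the interferon-stimulated genes average 5.84 on day 3 and 3.47 on day 14, and on day 14 non-adhesive replicate 4 is the highest non-adhesive library for muscle genes and the lowest for the other 4 groups.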

To test our hypothesis in diverse animal models, we implanted the adhesive and non-adhesive implants on the abdominal wall surface of immunocompetent C57BL/6 mice and HuCD34-NCG humanized mice (Fig. 5a,c). Note that immunocompetent C57BL/6 mice are known to produce fibrosis and foreign body reactions similar to those observed in human patients^32^, and HuCD34-NCG humanized mice provide human-like immune responses^33^. Histological analysis shows that the adhesive implant–tissue interface exhibits no observable formation of the fibrous capsule, comparable to the native tissue on day 28 post-implantation in both C57BL/6 (Fig. 5b) and HuCD34-NCG (Fig. 5d) mouse models. By contrast, the non-adhesive implant–tissue interface shows substantial formation of the fibrous capsule in both models (Fig. 5b,d).

**Fig. 5:**
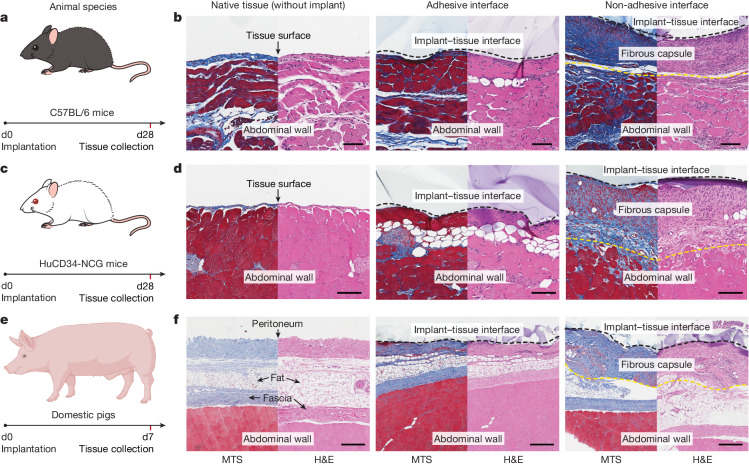
Adhesive anti-fibrotic interfaces in diverse animal models. **a**,**c**,**e**, Schematic illustrations for the study design in C57BL/6 mice (**a**), HuCD34-NCG humanized mice (**c**) and pigs (**e**). Implants are placed on the abdominal wall of the animals. **b**,**d**,**f**, Representative histology images stained with Masson’s trichrome and haematoxylin and eosin for native tissue (left), the adhesive implant (middle) and the non-adhesive implant (right) collected on day 28 post-implantation in C57BL/6 mice (**b**) and HuCD34-NCG humanized mice (**d**), and on day 7 post-implantation in pigs (**f**). Black dashed lines in images indicate the implant–tissue interface; yellow dashed lines in images indicate the fibrous capsule–tissue interface. The experiment in **b**,**d**,**f** was repeated independently (*n* = 6 per group for C57BL/6 mice; *n* = 5 per group for HuCD34-NCG mice; *n* = 4 per group for pigs) with similar results. Scale bars, 100 μm (**b**,**d**), 300 μm (**f**). The graphic of the pig in **e** was created with BioRender.com.

To further test our hypothesis in human-scale anatomy, we implanted the adhesive and non-adhesive implants in porcine models (Fig. 5e and Supplementary Fig. 5). Macroscopic observations demonstrate that the adhesive implant maintains stable integration with the surface of the porcine abdominal wall and small intestine on day 7 post-implantation in vivo (Extended Data Fig. 10). Histological analysis shows that the adhesive implant forms conformal integration with the tissue surface without observable formation of the fibrous capsule on the implant–tissue interface on day 7 post-implantation for both the abdominal wall (Fig. 5e) and small intestine (Extended Data Fig. 10a). By contrast, the non-adhesive implant–tissue interface exhibits substantial formation of the fibrous capsule (Fig. 5f and Extended Data Fig. 10b), in agreement with the observations in the rodent models.

To explore the potential utility of the adhesive anti-fibrotic interfaces, we demonstrated long-term in vivo electrophysiological recording and stimulation enabled by the implantable electrodes with the adhesive interface in a rat model for 84 days (Fig. 6). For continuous in vivo monitoring and modulation of the electrocardiogram, electrodes with either the adhesive or non-adhesive interface were implanted on the epicardial surface of animals for electrophysiological recording and stimulation on days 0, 3, 7, 14, 28, 56 and 84 post-implantation (Fig. 6a and Supplementary Fig. 6). Macroscopic observations showed that the electrodes with the adhesive interface maintained stable integration with the heart after 84 days of implantation in vivo (Fig. 6b). The amplitude of the R wave recorded by the electrodes with the adhesive interface was consistently maintained throughout the study duration (84 days; Fig. 6e–g), whereas the R-wave amplitude recorded by the electrodes with the non-adhesive interface exhibited a substantial decrease over time (Fig. 6e). For electrophysical stimulation by the electrodes with the non-adhesive interface, the minimal stimulation current pulse amplitude needed to successfully pace the heart gradually increased until day 7 post-implantation and eventually failed to pace the heart on day 14 post-implantation (Fig. 6c). By contrast, the electrodes with the adhesive interface exhibited a consistent minimal stimulation current pulse amplitude for pacing and successfully maintained the capability to pace the heart for the duration of the study (84 days; Fig. 6d). These results are consistent with the histological findings from the tissues collected on day 28 post-implantation, for which the electrodes with the non-adhesive interface showed encapsulation and physical separation from the epicardial surface by a thick fibrous capsule (Fig. 6h). By contrast, the electrodes with the adhesive interface showed conformal contact with the epicardial surface without observable formation of the fibrous capsule (Fig. 6i).

**Fig. 6:**
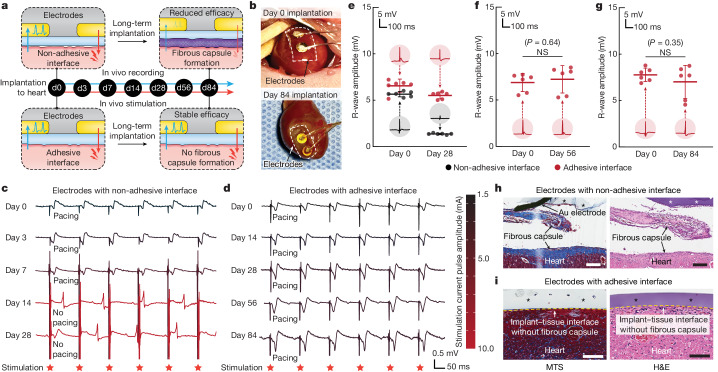
Long-term in vivo bidirectional electrical communication through the adhesive anti-fibrotic interfaces. **a**, Schematic illustrations for the in vivo electrophysiological recording and stimulation through implanted electrodes with the non-adhesive or the adhesive implant–tissue interface. **b**, Photographs of the heart collected on days 0 and 84 post-implantation for electrodes with the adhesive interface. White dashed lines in photographs indicate the boundary of implants. **c**, Representative epicardial electrocardiograms after stimulation through implanted electrodes with the non-adhesive implant–tissue interface on days 0, 3, 7, 14 and 28 post-implantation on a rat heart. **d**, Representative epicardial electrocardiograms after stimulation through implanted electrodes with the adhesive implant–tissue interface on days 0, 14, 28, 56 and 84 post-implantation on a rat heart. **e**–**g**, Recorded R-wave amplitude through implanted electrodes with the non-adhesive (black) and the adhesive (red) implant–tissue interfaces on day 28 (**e**), day 56 (**f**) and day 84 (**g**) post-implantation on a rat heart. Inset plots show representative recorded waveforms. **h**,**i**, Representative histology images stained with Masson’s trichrome (left) and haematoxylin and eosin (right) of the electrodes with the non-adhesive (**h**) and the adhesive (**i**) implant collected on day 28 post-implantation on a rat heart. Asterisks in images indicate the implant; yellow dashed lines in images indicate the implant–tissue interface. Values in **e**–**g** represent the mean and the standard deviation (*n* = 6 animals; independent biological replicates). The experiment in **h**,**i** was repeated independently (*n* = 6 per group) with similar results. Statistical significance and *P* values were determined by two-sided unpaired *t*-tests; NS, not significant. Scale bars, 200 μm (**h**), 100 μm (**i**). Source Data

In this study, we demonstrated that the adhesive interface can not only provide conformal mechanical integration of the implant to the target tissue but also effectively mitigate the formation of the fibrous capsule on the adhesive implant–tissue interface by reducing the level of infiltration of inflammatory cells. The current work provides a promising strategy for long-term anti-fibrotic implant–tissue interfaces and offers valuable insights into implant–tissue interactions for future studies.

## Methods

### Preparation of adhesive implants

The adhesive layer of the adhesive implant was prepared using a previously reported method^23,24^. To prepare an adhesive stock solution, 35% w/w acrylic acid, 7% w/w poly(vinyl alcohol) (PVA; *M*_w_ = 146,000–186,000, 99+% hydrolysed), 0.2% w/w α-ketoglutaric acid and 0.05% w/w *N*,*N*′-methylenebisacrylamide were added into nitrogen-purged deionized water. Next, 30 mg of acrylic acid *N*-hydroxysuccinimide ester was dissolved in each 1 ml of the above stock solution to prepare the adhesive precursor solution. The chitosan-based adhesive layer was prepared by replacing PVA with 2% w/w chitosan (Mw = 250–300 kDa, degree of deacetylation > 90%; ChitoLytic). The precursor solution was poured onto a glass mould with a spacer (100-µm thickness) and placed in a UV chamber (354 nm, 12 W power) for 30 min to prepare the adhesive hydrogel. The adhesive hydrogel was dried thoroughly under airflow and a vacuum desiccator to prepare the dry adhesive layer. A mock device of the adhesive implant was introduced by spin-coating a polyurethane resin (HydroThane, AdvanSource Biomaterials) onto the dry adhesive layer.

### Preparation of non-adhesive implants

To prepare the non-adhesive implant, the adhesive implant was immersed in a sterile 1× phosphate-buffered saline (PBS; pH 7.4, 144 mg l^−1^ potassium phosphate monobasic, 9,000 mg l^−1^ sodium chloride and 795 mg l^−1^ sodium phosphate dibasic) bath at room temperature overnight. During this process, the adhesive layer of the implant reached the equilibrium swollen state and became non-adhesive by losing the capability to form physical (hydrogen bonds) and covalent (amide bonds) crosslinking with tissues^26^.

### Preparation of implantable electrodes

To prepare the implantable electrodes, gold electrodes (thickness, 50 µm) were integrated between the polyurethane layer (thickness, 100 µm) and the adhesive or non-adhesive layer (thickness, 100 µm; Supplementary Fig. 6a). The surface of the gold electrode was treated with oxygen plasma for 3 min (30 W power, Harrick Plasma) to activate the surface functionalization, followed by immersion in cysteamine hydrochloride solution (50 mM in deionized water) for 1 h at room temperature. After the functionalization, the gold electrode was thoroughly washed with deionized water and dried with nitrogen flow. The functionalized gold electrode was cut into 2-mm-diameter circles and placed on the adhesive hydrogel (two electrodes per implant). An electrode lead wire (AS633, Cooner Wire) was connected to the gold electrodes and the polyurethane insulation layer (HydroThane, AdvanSource Biomaterials) was introduced to the gold electrodes. The assembled implant was thoroughly dried under airflow and in a vacuum desiccator to prepare the adhesive implantable electrodes. To prepare the non-adhesive implantable electrodes, the adhesive implantable electrodes were immersed in a sterile PBS bath overnight. All samples were prepared in an aseptic manner and were further disinfected under UV for 1 h before use.

### Mechanical characterization

Either the chitosan-based adhesive implant or the PVA-based adhesive implant was applied to ex vivo porcine skin with a gentle pressure for 5 s. Interfacial toughness was measured on the basis of the T-peel test (ASTM F2256). Shear strength was measured on the basis of the lap-shear test (ASTM F2255). Tensile strength was measured on the basis of the tensile test (ASTM F2258). All tests were conducted using a mechanical testing machine (2.5-kN load cell, Zwick/Roell Z2.5). Aluminium fixtures were applied using cyanoacrylate glue to provide grips for tensile tests. All mechanical characterizations were carried out three times using independently prepared samples.

### In vitro protein adsorption assay

A gelatin hydrogel (10% w/v, 300 g Bloom, Sigma-Aldrich) was used as the substrate for in vitro protein adsorption assay. The adhesive and non-adhesive implants were cut into 5-mm-diameter circles by using a biopsy punch and placed on the gelatin hydrogel. The samples were then incubated in a solution with 5 mg ml^−1^ fluorescently tagged albumin (A13101, Thermo Fisher) or fibrinogen (F13191, Thermo Fisher) for 30 min. After the incubation, the samples were washed three times with fresh PBS to remove unadhered proteins. The samples were imaged using a confocal microscope (SP8, Leica), with the confocal plane set at the gelatin hydrogel–implant interface under a pitch model with excitation and emission at 495 nm and 515 nm (for albumin) and 495 nm and 635 nm (for fibrinogen). The relative fluorescence intensity of absorbed proteins was calculated by using ImageJ (version 2.1.0).

### In vivo intraperitoneal implantation in rat model

All animal studies on rats were approved by the MIT Committee on Animal Care, and all surgical procedures and postoperative care were supervised by the MIT Division of Comparative Medicine (DCM) veterinary staff.

Sprague Dawley rats (female and male, 225 to 250 g, 12 weeks, Charles River Laboratories) were used for all in vivo rat studies. Before implantation, all samples were prepared using aseptic techniques and were further disinfected for 1 h under UV light. For in vivo intraperitoneal implantation, the animals were anaesthetized using isoflurane (2 to 3% isoflurane in oxygen) in an anaesthetizing chamber before the surgery, and anaesthaesia was maintained using a nose cone throughout the surgery. Abdominal hair was removed, and the animals were placed on a heating pad during the surgery. The abdominal wall, colon or stomach was exposed by means of a laparotomy. The adhesive implant (10 mm in width and 10 mm in length) was applied to the abdominal wall (*n* = 4 per time point), colon (*n* = 4) or stomach (*n* = 4) surface by gently pressing with a surgical spatula or fingertip. The non-adhesive implant (10 mm in width and 10 mm in length) was implanted on the abdominal wall (*n* = 4 per time point), colon (*n* = 4) or stomach (*n* = 4) surface using sutures at the corners of the samples (8-0 Prolene, Ethicon). For commercially available tissue adhesives, 0.5 ml of Coseal (*n* = 6) or Tisseel (*n* = 6) was used to adhere the non-adhesive implant (10 mm in width and 10 mm in length) to the abdominal wall surface. For the adhesive implant with sutures, the adhesive implant (10 mm in width and 10 mm in length) was applied to the abdominal wall surface (*n* = 6), and sutures (8-0 Prolene, Ethicon) were used at the corners of the samples^24^. The abdominal wall muscle and skin incisions were closed with sutures (4-0 Vicryl, Ethicon). On days 3, 7, 14, 28 and 84 post-implantation, the animals were euthanized using CO_2_ inhalation. Abdominal wall, colon or stomach tissues of interest were excised and fixed in 10% formalin for 24 h for histological and immunofluorescence analysis. All animals in the study survived and were kept in normal health conditions on the basis of daily monitoring by the MIT DCM veterinarian staff.

### In vivo intrathoracic implantation in rat model

For in vivo intrathoracic implantation, the animals were anaesthetized using isoflurane (2 to 3% isoflurane in oxygen) in an anaesthetizing chamber before the surgery, and anaesthesia was maintained using a nose cone throughout the surgery. Chest hair was removed, and endotracheal intubation was carried out, connecting the animals to a mechanical ventilator (RoVent, Kent Scientific). The animals were placed on a heating pad for the duration of the surgery. The lung or heart was exposed by means of a thoracotomy. The pericardium was removed using fine forceps for the heart implantation. The adhesive implant (10 mm in width and 10 mm in length) was applied to the lung (*n* = 4) or heart (*n* = 4) surface by gently pressing with a surgical spatula or fingertip. The non-adhesive implant (10 mm in width and 10 mm in length) was implanted to the lung (*n* = 4) or heart (*n* = 4) surface by sutures at the corners of the samples (8-0 Prolene, Ethicon)^24^. The muscle and skin incisions were closed with sutures (4-0 Vicryl, Ethicon). The animal was ventilated with 100% oxygen until normal breathing resumed. On days 28 and 84 post-implantation, the animals were euthanized by CO_2_ inhalation. Lung or heart tissues of interest were excised and fixed in 10% formalin for 24 h for histological and immunofluorescence analysis. All animals in the study survived and were kept in normal health conditions on the basis of daily monitoring by the MIT DCM veterinarian staff.

### In vivo intraperitoneal implantation in mouse model

All animal studies on mice were approved by the MIT Committee on Animal Care, and all surgical procedures and postoperative care were supervised by the MIT DCM veterinary staff. The mice housing room temperature was set at 21 °C with the room monitoring alarms set at ±2 °C, and relative humidity was maintained at 30–70% with a 12 h light/12 h dark cycle.

Immunocompetent C57BL/6 mice (female and male, 18–25 g, 6–8 weeks, Jackson Laboratory) or humanized HuCD34-NCG mice (female, 18–25 g, 16–18 weeks, Charles River Laboratories) were anaesthetized with 2–3% isoflurane, and then the abdomen was shaved and cleaned using betadine and 70% ethanol. A 1-cm incision was made along the abdomen midline and the abdominal wall was exposed by means of a laparotomy. The adhesive implant (5 mm in width and 5 mm in length) or non-adhesive implant (5 mm in width and 5 mm in length) was applied to the abdominal wall (*n* = 6 per group for C57BL/6 mice; *n* = 5 per group for HuCD34-NCG mice) by gently pressing. Both PVA-based and chitosan-based samples were used for C57BL/6 mice. Only PVA-based samples were used for HuCD34-NCG mice. The abdominal wall muscle and skin incisions were closed with sutures (5-0 Vicryl, Ethicon). On days 14 and 28 post-implantation, the abdominal wall of interest was excised and fixed in 10% formalin overnight for histological analysis.

### In vivo intraperitoneal implantation in porcine model

All animal studies on pigs were approved by the Mayo Clinic institutional animal care and use committee at Rochester.

The female domestic pigs (female, 50 kg, 20 weeks, Manthei Hog Farm) were placed in dorsal recumbency, and the abdominal region was clipped and prepared aseptically. A blade was used to incise the ventral midline and extended using electrocautery when necessary. The linea alba was incised, and the peritoneum was bluntly entered, with the incision extended to match the skin incision. The small intestine was exteriorized and moist lap sponges were used for isolation. Then, the adhesive implant or non-adhesive implant was applied and adhered to the surface of the abdominal wall and small intestine (*n* = 4 for each group). The small intestine was thoroughly lavaged and returned to the abdomen. Then, the entire abdominal cavity was lavaged and suctioned, and the celiotomy incision was closed. On day 7 post-implantation, the animals were humanely euthanized, and the abdominal wall and small intestine of interest were excised and fixed in 10% formalin for 24 h for histological analyses. All animals in the study survived and were kept in normal health conditions on the basis of daily monitoring by the Mayo Clinic Rochester veterinarian staff.

### In vivo electrophysiological study

Before implantation, the adhesive and non-adhesive implantable electrodes were prepared using aseptic techniques and were further disinfected for 1 h under UV. For in vivo epicardial electrode implantation, the animals were anaesthetized using isoflurane (2 to 3% isoflurane in oxygen) in an anaesthetizing chamber before the surgery, and anaesthesia was maintained using a nose cone throughout the surgery. Chest and back hair were removed, and endotracheal intubation was carried out, connecting the animals to a mechanical ventilator (RoVent, Kent Scientific). The animals were placed on a heating pad for the duration of the surgery. The heart was exposed by means of a thoracotomy and the pericardium was removed using fine forceps for the epicardial implantation. The adhesive implantable electrodes were applied to the left ventricular surface (*n* = 6) by gently pressing with a surgical spatula or fingertip. The non-adhesive implantable electrodes were implanted to the left ventricular surface (*n* = 6) by sutures at the corners of the samples (8-0 Prolene, Ethicon). The lead wire was then tunnelled subcutaneously from a ventral exit site close to the left fourth intercostal space to the dorsal side. The dorsal end of the lead wire was inserted through a subcutaneous port. The subcutaneous port was placed by interrupted sutures (4-0 Vicryl, Ethicon) between the shoulder blades of the animal and covered by a protective aluminium cap (VABRC, Instech Laboratories). The muscle and skin incisions were closed with sutures (4-0 Vicryl, Ethicon). The animal was ventilated with 100% oxygen until autonomous breathing was regained.

On days 0, 3, 7, 14, 28, 56 and 84 post-implantation, each animal was anaesthetized and connected to the data acquisition hardware (PowerLab, AD Instrument) and software (LabChart Pro 7, AD Instrument) for electrophysiological recording and stimulation by the implanted electrodes. For electrophysiological recording, the data acquisition hardware was connected to the implanted electrodes through the dorsal subcutaneous port. Epicardial signals were recorded to evaluate the R-wave amplitude. For electrophysiological stimulation, an external stimulator (FE180, AD Instrument) was connected to the implanted electrodes through the dorsal subcutaneous port. Unipolar rectangular current pulses (0.5 ms, 0–3 mA, 5–7 Hz) were used for continuous ventricular pacing and the surface electrocardiogram was monitored to evaluate the capture threshold at the same time. On days 28 and 84 post-implantation, the animals were euthanized by CO_2_ inhalation. Heart tissues of interest were excised and fixed in 10% formalin for 24 h for histological analysis. All animals in the study survived and were kept in normal health conditions on the basis of daily monitoring by the MIT DCM veterinarian staff.

### Immunofluorescence analysis

The expression of targeted markers (αSMA, CD68, CD3, CD206, iNOS, vimentin, neutrophil elastase) was analysed after the immunofluorescence staining of the collected tissues. Before the immunofluorescence analysis, the paraffin-embedded fixed tissues were sliced and prepared into slides. The slides were deparaffinized and rehydrated with deionized water. Antigen retrieval was carried out using the steam method during which the slides were steamed in IHC-Tek Epitope Retrieval Solution (IW-1100) for 35 min and then cooled for 20 min. Then the slides were washed in three changes of PBS for 5 min per cycle. After washing, the slides were incubated in primary antibodies (1:200 mouse anti-αSMA (ab7817, Abcam); 1:200 mouse anti-CD68 (ab201340, Abcam); 1:100 rabbit anti-CD3 (ab5690, Abcam); 1:1,000 rabbit anti-CD206 (ab64693, Abcam); 1:500 mouse anti-vimentin (ab8978, Abcam); 1:2,000 rabbit anti-iNOS (ab283655, Abcam); 1:200 mouse anti-iNOS (GTX60599, GeneTex); 1:50 rabbit anti-neutrophil elastase (bs-6982R, Bioss)) diluted with IHC-Tek antibody diluent for 1 h at room temperature. The slides were then washed three times in PBS and incubated with Alexa Fluor 488-labelled anti-rabbit or anti-mouse secondary antibody (1:200, Jackson Immunoresearch) or Alexa Fluor 594-labelled donkey anti-mouse secondary antibody (1:200, Jackson Immunoresearch) for 30 min. The slides were washed in PBS and then counterstained with propidium iodide solution for 20 min. A laser confocal microscope (SP8, Leica) was used for image acquisition. ImageJ (version 2.1.0) was used to quantify the number of cells in the collagenous layer at the implant–tissue interface from the immunofluorescence images^34^ (500 µm width of the field of view). All analyses were blinded with respect to the experimental conditions.

### Luminex quantification analysis

On days 3 and 7 post-implantation, the abdominal muscle wall of interest was collected. The collected samples were snap-frozen in liquid nitrogen and homogenized on a TissueLyser LT (Qiagen) following the manufacturer’s instructions. A Luminex multiplex assay was used to measure the concentrations of immune-response-related cytokines and chemokines (RECYTMAG-65K, Milliplex). Values per sample were normalized to the total protein content and expressed as picograms per total milligram of protein (Supplementary Table 1).

### qPCR analysis

RNA was isolated from the samples snap-frozen in liquid nitrogen immediately after excision using the TRIzol protocol (Invitrogen). All samples were homogenized and normalized by loading 1 µg of total RNA in all cases for reverse transcription using a SuperScript First Strand cDNA Synthesis Kit (Invitrogen). Complementary DNA (1:20 dilution) was amplified by qPCR with the following primers: *Mrc1* (5′-AACTTCATCTGCCAGCGACA-3′; reverse: 5′-CGTGCCTCTTTCCAGGTCTT-3′), *Tgfb1* (5′-AGTGGCTGAACCAAGGAGAC-3′; reverse: 5′-CCTCGACGTTTGGGACTGAT-3′), *Nos2* (5′-TGGTGAGGGGACTGGACTTT-3′; reverse: 5′-CCAACTCTGCTGTTCTCCGT-3′), *Cd86* (5′-AGACATGTGTAACCTGCACCAT-3′; reverse: 5′-TACGAGCTCACTCGGGCTTA-3′), *S100a8* (5′-CGAAGAGTTCCTTGTGTTGGTG-3′; reverse: 5′-AGCTCTGTTACTCCTTGTGGC-3′), *Ly6c* (5′-ACCTGGTCACAGAGAGGAAGT-3′; reverse: 5′-AGCAGTTAGCATTAAGTGGGACT-3′), *Il10* (5′-TTGAACCACCCGGCATCTAC-3′; reverse: 5′-CCAAGGAGTTGCTCCCGTTA-3′), *Cd11b* (5′-GACTCCGCATTTGCCCTACT-3′; reverse: 5′-GCTGCCCACAATGAGTGGTA-3′) and glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) (5′-CACCATCTTCCAGGAGCGAG-3′; reverse: 5′-CCACGACATACTCAGCACCA-3′). Samples were incubated for 10 min at 95 °C for 15 s and at 60 °C for 1 min in the real-time cycler Agilent MX3000P. *Gapdh* was used as the reference gene for normalization and analysis. The comparative CT (ΔΔCT) method was used for relative quantification of gene expression.

### RNA-sequencing analysis

RNA extraction, library preparation and sequencing reactions were conducted at GENEWIZ. Total RNA was extracted using the Qiagen RNeasy Plus Universal mini kit following the manufacturer’s instructions (Qiagen). Extracted RNA samples were quantified using the Qubit 2.0 Fluorometer (Life Technologies) and RNA integrity was checked on Agilent TapeStation 4200 (Agilent Technologies). RNA-sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina following the manufacturer’s instructions (NEB). Briefly, mRNAs were first enriched with Oligo(dT) beads. Enriched mRNAs were fragmented for 15 min at 94 °C. First-strand and second-strand cDNAs were subsequently synthesized. cDNA fragments were end-repaired and adenylated at the 3′ ends, and universal adaptors were ligated to cDNA fragments, followed by index addition and library enrichment by limited-cycle PCR. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies), and quantified using the Qubit 2.0 Fluorometer (Invitrogen) as well as by qPCR (KAPA Biosystems). The sequencing libraries were clustered on one lane of a flow cell. After clustering, the flow cell was loaded on the Illumina HiSeq 4000 instrument and the samples were sequenced using a 2 × 150-base-pair paired end configuration. Image analysis and base calling were conducted by the HiSeq Control Software. Raw sequence data (.bcl files) generated from Illumina HiSeq were converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification.

Read quality was evaluated using FastQC, and data were pre-processed with Cutadapt^35^ for adaptor removal following best practices^36^. Gene expression against the mRatBN7.2 transcriptome (Ensembl release 104)^37^ was quantified with STAR^38^ and featureCounts^39^. Differential gene expression analysis was carried out using DESeq2 (ref. ^40^), and ClusterProfiler^41^ was used for functional enrichment investigations. Genes with log_2_[fold change] ≥ 1 and false discovery rate ≤ 0.05 were considered statistically significant.

### Statistical analysis

GraphPad Prism (version 9.2.0) was used to assess the statistical significance of all comparison studies in this work. Data distribution was assumed to be normal for all parametric tests, but not formally tested. In the statistical analysis for comparison between multiple groups, one-way analysis of variance followed by Bonferroni’s multiple comparison test was conducted with the significance thresholds at *P < 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P < 0.0001. In the statistical analysis of two groups, the two-sided unpaired *t*-test was used with the significance thresholds at *P < 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07426-9.

## Supplementary information

Supplementary Information Supplementary Figs. 1–6 and Tables 1 and 2.

Reporting Summary

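The Supplementary Data list, for each day, every gene that entered the authors' comparison, with its normalized value in each library, its fold change and its p values. The part held here is sorted by gene identifier and not by p value. In it, the normalized value of a gene is its deposited count times a single factor per library, with deviations of at most 0.0005%. For adhesive implants on day 3 the factors were 1.3293, 1.0729, 1.078 and 0.8262 in replicates 1 to 4, and for non-adhesive implants 0.7036, 1.1682, 0.9424 and 0.9799. On day 14 they were 1.3643, 0.9712, 1.1178 and 1.0036 for adhesive and 0.7381, 0.8636, 0.7844 and 1.3404 for non-adhesive implants. A factor above 1 scales up a library with fewer counts of typical genes, and on day 14 non-adhesive replicate 4 has the highest factor of its group. Every gene of this part has a mean count over 10 in the 8 libraries of its day. With that filter and DESeq2, fold changes computed from the deposited counts differed from the listed ones by at most 3.2e-05 on day 3 and 1.3e-05 on day 14 on the log2 scale. For Eln on day 3 the paper's listed log2 fold change is -1.31, and edgeR gives -1.31 (standard error 0.35).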

Supplementary Data Complete list of expressed genes from the RNA sequence study in samples day 3 and day 14 post-implantation.

Peer Review File

## Source data

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 6

## Data Availability

All data supporting the findings of this study are available within the article and its Supplementary Information. The RNA-sequencing data generated in the present study were deposited in the Gene Expression Omnibus with accession number GSE198219. Additional raw data generated in this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## References

[1] Anderson, J. M. Biological responses to materials. *Annu. Rev. Mater. Res.***31**, 81–110 (2001).

[2] Anderson, J.M., Rodriguez, A., Chang, D. T. Foreign body reaction to biomaterials. *Semin. Immunol.***20**, 86–100 (2008).10.1016/j.smim.2007.11.004PMC232720218162407

[3] Wick, G. et al. The immunology of fibrosis. *Annu. Rev. Immunol.***31**, 107–135 (2013).23516981 10.1146/annurev-immunol-032712-095937

[4] Chandorkar, Y. & Basu, B. The foreign body response demystified. *ACS Biomater. Sci. Eng.***5**, 19–44 (2018).33405858 10.1021/acsbiomaterials.8b00252

[5] Harding, J. L. & Reynolds, M. M. Combating medical device fouling. *Trends Biotechnol.***32**, 140–146 (2014).24438709 10.1016/j.tibtech.2013.12.004

[6] Yamagishi, K. et al. Tissue-adhesive wirelessly powered optoelectronic device for metronomic photodynamic cancer therapy. *Nat. Biomed. Eng.***3**, 27–36 (2019).30932063 10.1038/s41551-018-0261-7

[7] Yang, Q. et al. Photocurable bioresorbable adhesives as functional interfaces between flexible bioelectronic devices and soft biological tissues. *Nat. Mater.***20**, 1559–1570 (2021).34326506 10.1038/s41563-021-01051-xPMC8551016

[8] Farra, R. et al. First-in-human testing of a wirelessly controlled drug delivery microchip. *Sci. Transl. Med.***4**, 122ra121 (2012).10.1126/scitranslmed.300327622344516

[9] Whyte, W. et al. Sustained release of targeted cardiac therapy with a replenishable implanted epicardial reservoir. *Nat. Biomed. Eng.***2**, 416–428 (2018).31011199 10.1038/s41551-018-0247-5

[10] Feiner, R. & Dvir, T. Tissue–electronics interfaces: from implantable devices to engineered tissues. *Nat. Rev. Mater.***3**, 17076 (2018).

[11] Yuk, H., Wu, J. & Zhao, X. Hydrogel interfaces for merging humans and machines. *Nat. Rev. Mater.***7**, 935–952 (2022).

[12] Farah, S. et al. Long-term implant fibrosis prevention in rodents and non-human primates using crystallized drug formulations. *Nat. Mater.***18**, 892–904 (2019).31235902 10.1038/s41563-019-0377-5PMC7184801

[13] Gudipati, C. S., Finlay, J. A., Callow, J. A., Callow, M. E. & Wooley, K. L. The antifouling and fouling-release performance of hyperbranched fluoropolymer (HBFP)−poly (ethylene glycol)(PEG) composite coatings evaluated by adsorption of biomacromolecules and the green fouling alga *Ulva*. *Langmuir***21**, 3044–3053 (2005).15779983 10.1021/la048015o

[14] Zhang, L. et al. Zwitterionic hydrogels implanted in mice resist the foreign-body reaction. *Nat. Biotechnol.***31**, 553–556 (2013).23666011 10.1038/nbt.2580

[15] Xie, X. et al. Reduction of measurement noise in a continuous glucose monitor by coating the sensor with a zwitterionic polymer. *Nat. Biomed. Eng.***2**, 894–906 (2018).30931173 10.1038/s41551-018-0273-3PMC6436621

[16] Bose, S. et al. A retrievable implant for the long-term encapsulation and survival of therapeutic xenogeneic cells. *Nat. Biomed. Eng.***4**, 814–826 (2020).32231313 10.1038/s41551-020-0538-5PMC8051527

[17] Dolan, E. B. et al. An actuatable soft reservoir modulates host foreign body response. *Sci. Robot.***4**, eaax7043 (2019).33137787 10.1126/scirobotics.aax7043

[18] Whyte, W. et al. Dynamic actuation enhances transport and extends therapeutic lifespan in an implantable drug delivery platform. *Nat. Commun.***13**, 4496 (2022).35922421 10.1038/s41467-022-32147-wPMC9349266

[19] Noskovicova, N. et al. Suppression of the fibrotic encapsulation of silicone implants by inhibiting the mechanical activation of pro-fibrotic TGF-β. *Nat. Biomed. Eng.***5**, 1437–1456 (2021).34031559 10.1038/s41551-021-00722-z

[20] Veiseh, O. et al. Size- and shape-dependent foreign body immune response to materials implanted in rodents and non-human primates. *Nat. Mater.***14**, 643–651 (2015).25985456 10.1038/nmat4290PMC4477281

[21] Bochenek, M. A. et al. Alginate encapsulation as long-term immune protection of allogeneic pancreatic islet cells transplanted into the omental bursa of macaques. *Nat. Biomed. Eng.***2**, 810–821 (2018).30873298 10.1038/s41551-018-0275-1PMC6413527

[22] Zhang, D. et al. Dealing with the foreign‐body response to implanted biomaterials: strategies and applications of new materials. *Adv. Funct. Mater.***31**, 2007226 (2021).

[23] Yuk, H. et al. Dry double-sided tape for adhesion of wet tissues and devices. *Nature***575**, 169–174 (2019).31666696 10.1038/s41586-019-1710-5

[24] Wu, J. et al. An off-the-shelf bioadhesive patch for sutureless repair of gastrointestinal defects. *Sci. Transl. Med.***14**, eabh2857 (2022).35108064 10.1126/scitranslmed.abh2857

[25] Deng, J. et al. Electrical bioadhesive interface for bioelectronics. *Nat. Mater.***20**, 229–236 (2021).32989277 10.1038/s41563-020-00814-2

[26] Chen, X., Yuk, H., Wu, J., Nabzdyk, C. S. & Zhao, X. Instant tough bioadhesive with triggerable benign detachment. *Proc. Natl Acad. Sci. USA***117**, 15497–15503 (2020).32576692 10.1073/pnas.2006389117PMC7376570

[27] Nam, S. & Mooney, D. Polymeric tissue adhesives. *Chem. Rev.***121**, 11336–11384 (2021).33507740 10.1021/acs.chemrev.0c00798

[28] Li, J. et al. Tough adhesives for diverse wet surfaces. *Science***357**, 378–381 (2017).28751604 10.1126/science.aah6362PMC5905340

[29] Swartzlander, M. D. et al. Linking the foreign body response and protein adsorption to PEG-based hydrogels using proteomics. *Biomaterials***41**, 26–36 (2015).25522962 10.1016/j.biomaterials.2014.11.026PMC4629245

[30] Hedayati, M., Marruecos, D. F., Krapf, D., Kaar, J. L. & Kipper, M. J. Protein adsorption measurements on low fouling and ultralow fouling surfaces: a critical comparison of surface characterization techniques. *Acta Biomater.***102**, 169–180 (2020).31731023 10.1016/j.actbio.2019.11.019

[31] Saini, R. et al. Nitric oxide synthase localization in the rat neutrophils: immunocytochemical, molecular, and biochemical studies. *J. Leukocyte Biol.***79**, 519–528 (2006).16387842 10.1189/jlb.0605320

[32] Kolb, M. et al. Differences in the fibrogenic response after transfer of active transforming growth factor-β 1 gene to lungs of “fibrosis-prone” and “fibrosis-resistant” mouse strains. *Am. J. Respir. Cell Mol. Biol.***27**, 141–150 (2002).12151305 10.1165/ajrcmb.27.2.4674

[33] Doloff, J. C. et al. Identification of a humanized mouse model for functional testing of immune-mediated biomaterial foreign body response. *Sci. Adv.***9**, eade9488 (2023).37327334 10.1126/sciadv.ade9488PMC10275594

[34] Abràmoff, M. D., Magalhães, P. J. & Ram, S. J. Image processing with ImageJ. *Biophoton. Int.***11**, 36–42 (2004).

[35] Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet J.***17**, 10–12 (2011).

[36] Conesa, A. et al. A survey of best practices for RNA-seq data analysis. *Genome Biol.***17**, 13 (2016).26813401 10.1186/s13059-016-0881-8PMC4728800

[37] Cunningham, F. et al. Ensembl 2019. *Nucleic Acids Res.***47**, D745–D751 (2019).30407521 10.1093/nar/gky1113PMC6323964

[38] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[39] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[40] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[41] Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics***16**, 284–287 (2012).22455463 10.1089/omi.2011.0118PMC3339379

How the deposited data were processed for this re-analysis (not part of the article)

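Bulk RNA sequencing covered the implant–abdominal wall interface of rats with adhesive and non-adhesive implants on days 3 and 14, with 4 libraries in each of 4 groups and 16 in all. The authors demultiplexed with bcl2fastq 2.17, checked reads with FastQC, trimmed them with Cutadapt, aligned them with STAR and counted reads per gene with featureCounts. The deposited values are these counts, whole numbers for 32552 genes per library, with library totals of 13852126 to 24858976. Whether the counting used the strand is not stated, so overlapping antisense genes may share counts. The authors' normalized values and log2 fold changes in the Supplementary Data come from DESeq2. Only the first part of each sheet is held here, which gave usable symbols for 2007 genes, of which 1957 are a symbol or synonym in the rat gene table; 3 symbols turned into dates were not used.
Each day was fitted alone for the comparison of implants, and all 16 libraries together for the comparisons between days and for the difference of the implant effect between days. Counts were filtered with filterByExpr, scaled by TMM and tested with the robust quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction. The study used DESeq2, which was set as an alternative before the data were examined, as were size factors of DESeq2 in edgeR, no filter on low counts, no limit on the fold change, the replicate number as a block, a single fit of all 16 libraries, limma-voom for the comparisons between days, and leaving out each library in turn. DESeq2 1.42.0 on genes with a mean count over 10 was added after this filter was seen to give the number of genes in the Supplementary Data, and limma-voom (limma 3.58.1) for the comparison of implants was added later too. The tests were run on simulated data with 200 changed genes, drawn from the means and library sizes of each comparison. At log2 fold changes of 1, 2 and 3, DESeq2 recovered 28.4, 88.1 and 92.4% for day 3 and 44.8, 94 and 95.5% for day 14, with 28 and 23 unchanged genes called, against 6 and 3 with edgeR.
Principal components were computed with numpy 2.4.6 and pandas 2.3.3 in Python 3.11 on log2 CPM (prior count 2) of the 500 most variable genes of each day, centred and not scaled. The share of variance between implants was tested with an exact permutation test, two-sided, over the 35 splits of 8 libraries into 4 and 4, whose smallest p is 0.029. Figures were drawn with matplotlib 3.10.9.
Before the data were examined, 34 gene lists with 721 genes were written and camera tests, with fry as an alternative, were set for them. These set tests were left out. Symbols exist for 97 of the 721 genes, no list has 80% of its members named, the highest share is 27.8%, and 16 lists on day 3 and 15 in the other comparisons have at least 3 named and tested members. In their place, members at an adjusted p of at most 0.05, whatever their fold change, were counted over all genes and adjusted over the list alone, and the mean log2 CPM of each list was compared by an exact permutation test with Benjamini-Hochberg adjustment over 25 lists on day 3 and 24 in the other comparisons. The list means, 9 lists added from the available symbols and the contrasts between lists were chosen after the data were examined. For a list's difference between days, all 4900 combinations of implant labels within the days were used.
The genes to name were set by a rule: every gene the paper names, per day up to 10 higher and 10 lower called genes with the largest fold change, a mean of at least 1 CPM, a symbol and no overlap between the groups, and up to 4 members per list at an adjusted p of at most 0.05. The first lines of the Supplementary Data had been read when the rule and lists were written. Because edgeR called no gene on day 3, the rule was also applied to the DESeq2 calls, after the values were seen, and the genes named are a part of those it gives.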

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

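The list means, the added lists and the tests on the cell content of samples were chosen only after the results were seen. So were the tests on other splits of the libraries. The collagen and extracellular matrix, fibroblast and Schwann cell lists were fixed before the data were examined. The tests of exchanged labels and of abundant genes were set before their results. Of 176 groups of 4 libraries checked for a library far from the others, 15 held one, where chance gives about 1 in 20.
On day 14, non-adhesive replicate 4 lay apart from its group. Its first principal component was -20.93 (others 25.76 to 31.49), and its 10 most abundant genes took 28.67% of counts (others 18.14 to 19.07%). In log2 CPM its mean was 7.19 for muscle fibre genes (others 6.46 to 6.49), 7.04 for the collagen and extracellular matrix list (9.19 to 9.6), 4.61 for the longer matrix list (6.26 to 6.52), 5.02 for fibroblast genes (6.54 to 6.75) and 2.49 for interferon response genes (4.27 to 4.58). Kit, a mast cell receptor gene, had 4.169 CPM (15.96 to 16.82).
Whether a few abundant genes account for this cannot be told apart. Without that library's 10 most abundant genes its first component was -20.78, but in data already scaled by TMM this step moved no library much (adhesive replicate 2 from 1.47 to 1.28), so it tests nothing. A sample with more muscle fibre, less stroma and fewer leukocytes stays open: its leukocyte mean lay below the other 3, with a gap of -6.5 SD. An exchange of labels with adhesive replicate 2 stays open by the test set for it, with values on both sides. Of 1956 genes called between the other 6 libraries, 80% lay nearer to the adhesive mean in non-adhesive replicate 4 (63.3% of 463 higher and 85.2% of 1493 lower genes) and 54.8% nearer to the non-adhesive mean in adhesive replicate 2. Against an exchange, non-adhesive replicate 4 lay 45.0 from the adhesive mean, about as far as other non-adhesive libraries, though that mean includes adhesive replicate 2. It lay still farther, at 58.8, from the mean of the other non-adhesive libraries. Adhesive replicate 2 lay 32.3 from the mean of the other adhesive libraries and 34.6 from the non-adhesive mean. In log2 CPM, non-adhesive replicate 4 correlated at 0.92 to 0.961 with adhesive and 0.896 to 0.915 with the other non-adhesive libraries, which leans towards an exchange. Adhesive replicate 2 correlated about alike with the other adhesive libraries (0.952 to 0.97) and with non-adhesive replicates 1 to 3 (0.962 to 0.97). Both libraries followed their labels for ENSRNOG00000033734 (10.33 CPM in non-adhesive replicate 4 and 114.4 CPM in adhesive replicate 2) and ENSRNOG00000018598 (30.22 and 852.9). The same held for Map3k7cl (9.987 and 42.46) and Myoc (30.66 and 7.748). These genes were called with the labels as given, so they cannot test an exchange. No biological explanation for a single library was tested.
Other splits of the libraries bear on the counts of genes. On day 3 edgeR called 0 genes, every split holds at least as many (35 of 35, highest other 74), and nothing can be read from that. For the implants, chance could not be excluded on day 3 (73 calls by DESeq2, 5 of 35, highest other 490) or on day 14 (36 calls by edgeR, 2 of 35, highest other 1591; 513 calls by DESeq2, 2 of 35, highest other 1812), nor for the difference between days (1 call, 7 of 100, highest other 549). On day 14 the larger split, with 1591 calls against 36 by edgeR and 1812 against 513 by DESeq2, exchanges adhesive replicate 2 and non-adhesive replicate 4. That points to a structure of the samples. For the days, chance was excluded at adhesive (1186 calls, 1 of 35, highest other 0) and non-adhesive implants (1325 calls, 1 of 35, highest other 438), but any batch that follows the day was not.
Further libraries stood apart. On day 3, non-adhesive replicate 4 had a Schwann cell list mean of 2.96 (others 3.62 to 3.73) and non-adhesive replicate 2 a collagen and extracellular matrix mean of 8.06 (9.0 to 9.15). Adhesive replicate 4 of day 3 had 43.58 CPM of Clec3b (11.26 to 14.46) and 174.3 CPM of Dpt (66.33 to 83.33). On day 14, adhesive replicate 2 had 6.019 CPM of Kit (2.703 to 3.208) and 17.48 CPM of Il1b (1.163 to 2.835), and adhesive replicate 1 had 2.416 CPM of Gc (1.153 to 1.24). The implant effect of ENSRNOG00000033734 differed between days by a log2 of 3.37 in a test of the difference itself (edgeR).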

How the results depend on the processing

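DESeq2 on genes with a mean count over 10, limma-voom for the comparison of implants, the variance shares without muscle genes and all alternatives for list means were chosen only after the data were seen. Camera and fry tests, and the variance share without the myofibril list (1 named member), were left out. Of the values for counts and variance shares under alternatives, 90 stayed within the limits set, 45 moved and 1 passed its test only there (day 14 share without non-adhesive replicate 4). With DESeq2 in place of edgeR, calls went from 0 to 69 on day 3 (73 with a mean count over 10), from 36 to 474 on day 14 (513) and from 1 to 25 for the difference between days; a single fit of 16 libraries gave 216 on day 14. With no limit on the fold change, calls between days were 2174 at adhesive and 2561 at non-adhesive implants. The replicate numbers share no known animal, the correlations of same-numbered libraries ran from -0.411 to 0.535, and with the replicate block calls were 0 on day 14 and 0 for the difference between days. Leaving out a single library gave 0 to 0 calls on day 3 (DESeq2 11 to 254), 1 to 1151 on day 14 (DESeq2 288 to 1345), 0 to 3 for the difference between days, 462 to 1570 between days at adhesive and 744 to 1740 at non-adhesive implants, and variance shares of 14.7 to 23.3% on day 3 and 31.6 to 61.7% on day 14. For 79 results on single genes, 1371 values kept their direction and side of the threshold, 215 passed only under an alternative and 149 only as reported. Il1b on day 14 (0.19) reversed to -0.27 with limma-voom, -0.18 with the block, -1.23 without adhesive replicate 2 (also -1.23 with DESeq2) and -0.13 without non-adhesive replicate 4 (-0.14 with DESeq2), and ran up to 0.66 with other libraries left out. For 46 list means, 369 values kept both, 11 passed only under an alternative and 18 only as reported. List differences whose sign changed with a single library left out ran from -0.05 to 0.63 for acute inflammatory mediators on day 3 and from -0.5 to 0.13 on day 14, from -0.69 to 0.02 for interferon-stimulated genes on day 14 and from -0.75 to 0.05 between days at non-adhesive implants, from -0.59 to 0.19 for leukocyte genes on day 14 and from -0.25 to 0.53 between days at non-adhesive implants, from -0.39 to 0.03 for DNA replication on day 14, and from -0.27 to 0.39 for collagens and extracellular matrix between days at adhesive implants. The cause was not tested. In the simulated counts, edgeR recovered 10.4% of genes with a log2 fold change of 1 on day 3 and 32.8% on day 14. That change equals the fold-change threshold of a call, and the median estimates were 0.97 and 1.02. These shares therefore reflect the threshold as well as depth and spread.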

Differences from the paper's values

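The list means, the added lists and DESeq2 with a mean count over 10 were tests chosen only after the data were seen. On day 3 the paper reports 40 downregulated and 33 upregulated genes at the same thresholds, and edgeR called 0 and 0. On day 14 the paper reports 357 downregulated and 156 upregulated genes, and edgeR called 15 and 21. Of the alternatives set before the data were examined, DESeq2, the tool the study names, gave 36 and 33 on day 3 and 318 and 156 on day 14, within 1.5 times the paper's. Other size factors, no filter, no limit on the fold change, the replicate block, a single fit of all libraries (152 and 64 on day 14) and leaving out each library (860 and 291 without non-adhesive replicate 4 of day 14) did not. DESeq2 on genes with a mean count over 10, chosen after seeing the values, gave 40 and 33, and 357 and 156; the genes were not matched one by one, as only part of the paper's list is held here.
The paper shows the implants in separate clusters at each time point (Extended Data Fig. 8a,d). The sources used here do not state the transformation or the number of genes behind these clusters, and a share of variance is another measure. Here the implant held 17.3% of the variance on day 3 and 36.7% on day 14 (exact permutation test, p = 0.314 and 0.057). With variance-stabilized values of DESeq2 the shares were 21.5 and 37.5% (exact permutation test, p = 0.143 and 0.057). Non-adhesive replicate 4 of day 14 lay within the adhesive range on the first component only (34.01 on the second, adhesive libraries -15.91 to -5.05).
For day 3 the paper names interferon production and striated muscle development as enriched at non-adhesive and proliferation and growth at adhesive implants. Here 2 of 30 regulators of interferon production had a symbol, too few for a list mean, and both had a positive log2 fold change at adhesive implants. Interferon-stimulated genes, a different set from the paper's term, had a mean 1.74 higher. Cell cycle genes had a difference of -0.58 and growth factor genes one of -0.24, adhesive minus non-adhesive. Both named genes of striated muscle development had a positive log2 fold change at adhesive implants. For day 14 it names muscle differentiation and myofibril assembly at non-adhesive, and vasculature, neurogenesis and proliferation at adhesive implants. Here the difference was 0.52 for muscle fibre genes, -0.33 for vasculature, -0.62 for neurogenesis and -0.27 for the cell cycle. Smooth muscle contractile genes (3 of 21 named) went the paper's way, at -0.39 (exact permutation test, p = 0.114), with 1 positive and 2 negative and 1 lower by DESeq2. Collagen and matrix genes, which bear on fibrosis, also went the paper's way, at -1.48. None of these list differences passed adjustment over the lists, the lists are partly named, and the test is another than the paper's. With 4 against 4 libraries the exact p cannot go below 0.029. A list at 0.029, that of liver genes, had an adjusted p of 0.204 on day 3 and 0.305 on day 14. The adjustment could therefore hardly be passed, and nothing is read from that failure.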

Other observations

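The tests of list means and of matrix against leukocyte genes were chosen only after the results were seen. On day 14, genes of several other cell types and organs differed by DESeq2 and did not pass edgeR. Adipoq, the adipocyte hormone gene, had 8.96 ± 6.52 CPM (SD, n = 4) at adhesive and 103 ± 109 CPM at non-adhesive implants (adjusted p = 0.00066 from DESeq2 and 0.12 from edgeR). Non-adhesive replicate 3 held 263.2 CPM and the others 27.02 to 81.11, so a single library carries much of that mean; without it the adjusted p was 0.021 from DESeq2 and 0.27 from edgeR. Kit had 3.68 ± 1.58 against 13.3 ± 6.08 CPM (adjusted p = 0.0039 from DESeq2). Higher at adhesive implants were Tp63, a transcription factor gene of stratified epithelia, at 23.2 ± 10.4 against 7.88 ± 1.64 CPM, Slc51a, an organic solute transporter gene, at 5.81 ± 2.98 against 1.12 ± 0.364 CPM, and Ubd, a ubiquitin-like gene induced by interferon-γ, at 7.14 ± 3.83 against 1.78 ± 0.72 CPM (adjusted p = 0.00035, 0.00017 and 0.002 from DESeq2).
Genes known from liver had higher values at adhesive implants on both days. The mean of 4 of 18 such genes differed by 0.8 on day 3 and 0.78 on day 14 (exact permutation test, p = 0.029 on both, adjusted p = 0.204 and 0.305). On day 14, Alb had 19.1 ± 3.99 against 9.67 ± 3.89 CPM and Gc, the vitamin D-binding protein gene, 1.5 ± 0.613 against 0.502 ± 0.171 CPM. Of 4 genes of muscle denervation and atrophy, all had a positive log2 fold change on day 14, with a difference of 0.74 (exact permutation test, p = 0.029, adjusted p = 0.305), and Cdkn1a had 116 ± 37.2 against 59.1 ± 14.1 CPM (adjusted p = 0.016 from DESeq2). Schwann cell genes differed by -1.11 on day 14 (exact permutation test, p = 0.057), and by -1.37 between the implant effects of days 14 and 3 (permutation, p = 0.0163, adjusted p = 0.245). For the larger group of 16 nerve and Schwann cell genes the difference between days was -0.59 (permutation, p = 0.1314). No explanation of these values was tested.
Matrix genes might be lower at adhesive implants because all cells other than muscle fibres hold a smaller share there, which would move leukocyte genes alike. The mean of matrix genes minus that of leukocyte genes differed between implants on day 3 by -1.52 with the list set beforehand and -1.11 with the added list (exact permutation test, larger p = 0.029), which argues against that explanation as the whole cause. On day 14 the differences were -1.39 and -0.9 (exact permutation test, p = 0.029 and 0.057), so there it cannot be told apart, because the added list misses the threshold. Fewer or less active fibroblasts at adhesive implants stay open on both days, as do the sutures of the non-adhesive implants. Of sutured adhesive implants the paper reports, from histology, fibrosis at the suture point and no capsule at the intact interface; no such sample was sequenced in the libraries used here.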
